# Overexpression of Dimethylarginine Dimethylaminohydrolase 1 Attenuates Airway Inflammation in a Mouse Model of Asthma

**DOI:** 10.1371/journal.pone.0085148

**Published:** 2014-01-10

**Authors:** Kayla G. Kinker, Aaron M. Gibson, Stacey A. Bass, Brandy P. Day, Jingyuan Deng, Mario Medvedovic, Julio A. Landero Figueroa, Gurjit K. Khurana Hershey, Weiguo Chen

## Abstract

Levels of asymmetric dimethylarginine (ADMA), an endogenous inhibitor of nitric oxide synthase, are increased in lung, sputum, exhaled breath condensate and plasma samples from asthma patients. ADMA is metabolized primarily by dimethylarginine dimethylaminohydrolase 1 (DDAH1) and DDAH2. We determined the effect of DDAH1 overexpression on development of allergic inflammation in a mouse model of asthma. The expression of DDAH1 and DDAH2 in mouse lungs was determined by RT-quantitative PCR (qPCR). ADMA levels in bronchoalveolar lavage fluid (BALF) and serum samples were determined by mass spectrometry. Wild type and DDAH1-transgenic mice were intratracheally challenged with PBS or house dust mite (HDM). Airway inflammation was assessed by bronchoalveolar lavage (BAL) total and differential cell counts. The levels of IgE and IgG1 in BALF and serum samples were determined by ELISA. Gene expression in lungs was determined by RNA-Seq and RT-qPCR. Our data showed that the expression of DDAH1 and DDAH2 was decreased in the lungs of mice following HDM exposure, which correlated with increased ADMA levels in BALF and serum. Transgenic overexpression of DDAH1 resulted in decreased BAL total cell and eosinophil numbers following HDM exposure. Total IgE levels in BALF and serum were decreased in HDM-exposed DDAH1-transgenic mice compared to HDM-exposed wild type mice. RNA-Seq results showed downregulation of genes in the inducible nitric oxide synthase (iNOS) signaling pathway in PBS-treated DDAH1-transgenic mice versus PBS-treated wild type mice and downregulation of genes in IL-13/FOXA2 signaling pathway in HDM-treated DDAH1-transgenic mice versus HDM-treated wild type mice. Our findings suggest that decreased expression of DDAH1 and DDAH2 in the lungs may contribute to allergic asthma and overexpression of DDAH1 attenuates allergen-induced airway inflammation through modulation of Th2 responses.

## Introduction

Asthma is a chronic inflammatory lung disease characterized by airway hyperresponsiveness (AHR), airway inflammation, excess mucus production and pulmonary remodeling [1]. Arginine metabolism has been found to play a critical role in the pathogenesis of allergic asthma [1], [2] and mounting evidence suggests that nitric oxide (NO) bioavailability plays an important role in the development of allergic inflammation [3], [4]. Arginine is metabolized by arginase yielding urea and L-ornithine that is further metabolized to polyamines and prolines, which can modulate cell proliferation and collagen production [4]. Arginine is also metabolized by nitric oxide synthases (NOS) including neuronal NOS (nNOS), inducible NOS (iNOS) and endothelial NOS (eNOS) [5]. eNOS is expressed in bronchial epithelium and type II alveolar epithelium, nNOS is expressed in airway nervous tissue, and iNOS is expressed in type II alveolar epithelium, lung fibroblasts, airway and vascular smooth muscle cells. The constitutive NO produced by nNOS and eNOS is important for smooth muscle relaxation, bronchodilation and determination of vascular tone and blood pressure while the inducible NO produced by iNOS has pro-inflammatory effects [5].

Asymmetric dimethylarginine (ADMA) is a by-product released from proteolysis of methylated proteins and ADMA competitively inhibits all three NOS by displacing L-arginine from NOS [6]. ADMA also competes with arginine for cellular uptake by cationic amino-acid transporters, affecting the cellular ADMA/arginine ratio [7], [8]. Analysis of methylarginine metabolism in the cardiovascular system showed that the lung is a major source of ADMA [9]. ADMA has been shown to have profound effects on multiple tissues. Microarray studies showed that pathophysiological concentrations of ADMA elicit significant changes in the gene expression in coronary artery endothelial cells [10]. Treatment of primary mouse lung fibroblasts with ADMA induced arginase activity and collagen production [11]. ADMA infusion resulted in increased lung resistance and decreased compliance in response to methacholine in mice, which was associated with significantly increased pulmonary collagen deposition [11]. ADMA potentiates ovalbumin-induced airway inflammation in a mouse model of asthma [12]. In humans, plasma ADMA levels are increased in severe asthma patients compared to nonsevere asthma patients and control subjects [3]. Other studies showed that ADMA levels are increased in sputum and exhaled breath condensate from asthma patients [13]–[15]. A more recent study showed that lower L-arginine/ADMA ratios are associated with reduced lung function and increased respiratory symptom frequency in subjects with late-onset asthma [16].

DDAH activity is a key determinant of intracellular ADMA concentration [17]. Ninety percent of ADMA is metabolized by DDAH and the rest is excreted through the kidneys. DDAH metabolizes ADMA to generate citrulline and dimethylamine. There are two isoforms of DDAH in human, mouse, rat and other species, DDAH1 and DDAH2 [18]–[20]. Immunostaining of human lung tissues showed expression of DDAH1 and DDAH2 in both alveolar and bronchiolar epithelium [21]. One study showed that homozygous DDAH1-deficient mice die before birth while the heterozygous DDAH1-deficient mice have a 20% increased level of ADMA and develop severe endothelial dysfunction [22]. Anther study showed that DDAH1-deficient mice are viable and have significantly increased ADMA levels [23]. ADMA levels are decreased in DDAH1-transgenic mice by 50% compared to wild type mice. Further, DDAH1-transgenic mice display a significant increase in NOS activity and a decreased risk of endothelial dysfunction compared to the wild type mice [24]–[26]. DDAH1 is the major enzyme responsible for metabolizing ADMA whereas DDAH2 has no detectable role in degrading ADMA *in vivo* [23]. In this paper, we determined the role of DDAH1 in the development of AHR and airway inflammation.

## Materials and Methods

### Mice

Mice were maintained and handled under Institutional Animal Care and Use Committee-approved procedures (Cincinnati Children's Hospital Medical Center, Protocol Number: 2D10082) and the Guide for the Care and Use of Laboratory Animals (Institute of Laboratory Animal Resources, National Research Council). C57BL/6 wild type and DDAH1-transgenic mice were purchased from Jackson Laboratory (Bar Harbor, ME).

### Immunization

C57BL/6 wild type and DDAH1-transgenic mice were immunized with intratracheal instillation of 100 µg of house dust mite (HDM) (*Dermatophagoides pteronyssinus*) extract (Greer Laboratories, Lenoir, NC) in 50 µl of PBS or 50 µl of PBS alone 3 times per week for 3 weeks as previously described [27], [28].

### Analysis of AHR and airway inflammation

Twenty four hours after the last treatment, AHR in response to methacholine (0, 50, 100 and 200 mg/ml) was measured by flexiVent (SCIREQ, Montreal, Canada) as previously described [29]. After AHR measurement, blood, bronchoalveolar lavage (BAL) samples and lung tissues were harvested as previously described [30]. The BAL total and differential cell counting as well as histological staining of lung sections by hematoxylin and eosin (H&E) or periodic acid Schiff (PAS) (Thermo Fisher Scientific, Waltham, MA) were performed as described by the manufacturer or described previously [30]. ELISAs for total IgE and IgG1 or HDM-specific IgE and IgG1 in BAL fluid (BALF) and serum were done as previously described [31].

### RNA-Seq and Bioinformatics Analysis

Total RNA was isolated from mouse lungs using Trizol reagent (Invitrogen, Carlsbad, CA), digested with RNase-free DNase and purified using an RNeasy MinElute kit (QIAGEN, Valencia, CA). Equal amounts of RNA were pooled from each mouse lung in an experimental group (n = 4 per group) and analyzed in duplicate. RNA-Seq was performed by the Genomics Sequencing Core in the University of Cincinnati. The RNA-Seq library was constructed using a PrepX SPIA RNA-Seq kit (IntegenX, Pleasanton, CA) and Apollo 324 NGS Library Prep System (IntegenX). 10 ng of total RNA was converted into cDNA suitable for mRNA sequencing. The cDNA was then sheared by Covaris S2 (Covaris, Woburn, MA) under the conditions recommended by IntegenX, followed by Bioanalyzer assay of the size distribution with Agilent High Sensitivity DNA kit (Agilent, Santa Clara, CA). The properly sheared cDNA fragments were purified by Agencourt AMPure XP magnetic beads (Beckman Coulter, Brea CA). Using the IntegenX PrepX ILM DNA library kit for Illumina and Apollo 324 NGS Library Prep System, 500 ng of purified cDNA fragments were then put through end repair, addition of a single ‘A’ base and ligation of adapters, and indexed individually. The products were purified and enriched by PCR to create the final cDNA library targeting mRNAs. The size of the generated library was validated by Bioanalyzer and the library was quantified using the Kapa Library Quantification kit (Kapa Biosystems, Woburn, MA). Six individually indexed cDNA libraries were equal amount pooled for clustering in cBot system (Illumina, San Diego, CA). Libraries at the concentration of 6.5 pM were clustered onto a flow cell using Illumina's TruSeq SR Cluster Kit v3, and sequenced for 50 cycles using the TruSeq SBS kit on Illumina HiSeq system.

Sequence reads were aligned to the reference genome (mm10) using TopHat aligner [32]. The counts of reads aligning to each gene's coding region were summarized using ShortRead and associated Bioconductor packages for manipulating and analysis of next-generation sequencing data and custom-written R programs [33], [34]. Statistical analysis to identify differentially expressed genes for each comparison was performed using the negative-binomial model of read counts as implemented in the DESeq Biocondoctor package [35]. P-values were adjusted for multiple comparisons based on false discovery rates (FDR) [36]. Differential expressions with adjusted p-values of <0.05 were considered statistically significant.

Functional enrichment analysis was performed using the logistic regression based LRpath methodology [37]. The gene lists used in the functional enrichment analysis were from genes associated with Gene Ontology terms and KEGG pathways. The statistical significance of gene list enrichment was determined by the False Discovery Rate cut-off of 0.1. Genes that were both members of at least one statistically significant gene list and had differential expression p-values of <0.01 were considered to be differentially expressed for the purpose of network analysis. Ingenuity Pathways Analysis (IPA) (Ingenuity Systems, Mountain View, CA) was used to identify integrated and interconnected biological networks and upstream targets for the differentially expressed genes between two groups (with adjusted p-values of <0.05). RNA-Seq data have been deposited with the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE49047.

### RT-PCR

Total RNA was isolated from lung tissues using Trizol reagent (Invitrogen), digested with RNase-free DNase and purified using an RNeasy MinElute kit (QIAGEN). Reverse transcription was done using Oligo-dT First-Strand cDNA Synthesis Kit (GE Healthcare, Piscataway, NJ). Quantitative PCR (qPCR) was done using the SYBR Green Master Kit and LightCycler® 480 instrument (Roche Diagnostics, Indianapolis, IN). All primers used are listed in Table S1.

### Mass Spectrometry (MS)

MS was performed by the Analytical & Mass Spectrometry of Small Molecules Core at the University of Cincinnati. The procedure to quantify ADMA was adapted from Schwedhelm *et al* [38]. In brief, BALF and serum samples were filtrated through 0.45 µm filters to remove particles and 200 µl aliquots were then ultra-filtrated through 3 kDa MWCO filters to remove proteins. The samples were derivatized by adding 200 µl of 2 M HCl in 1-butanol for 20 min at 65°C. After evaporation, samples were reconstituted in 200 µl of distilled deionized water and analyzed by nano liquid chromatography chip electrospray ionization ion trap MS (nanoLC-Chip ESI-IT-MS). For nanoLC-Chip ESI-MS/MS analysis, the derivatized ADMA was separated in a microfluidic reverse phase chip column and detected by electrospray ionization with ion trap MS/MS detection. The tandem system consisted of an Agilent 1200 HPLC (Agilent Technologies, Santa Clara, CA), equipped with a capillary and nano pump, used for loading and flushing the on-chip nano column, a chip cube interface that contains the nano-chip column Zorbax SB C-18, 150×0.75 mm (Agilent Technologies), and an Agilent 6300 ion trap XCT system (Agilent Technologies). The mobile phase A consisted of 0.1% formic acid in water while B consisted of 0.1% formic acid in a 7:1 acetonitrile:water solution. A linear gradient from 2% to 25% B was carried out in 10 min and the column was then cleaned with 100% B for 5 min and then regenerated at original conditions for 10 min before the next injection. The flow rate was 0.3 µl per min and the outlet of the column communicates directly with the nano electrospray needle. The analysis was carried out in the MRM mode by following the transition m/z 259.3→214. ADMA standards (Sigma-Aldrich, St. Louis, MO) were derivatized in the same way and quantification was carried out by the external calibration method.

### Statistical analysis

All values are expressed as mean ± SD. The data were analyzed with a 2-tailed unpaired student's t-test with Welch's correction or 1-way ANOVA with Newman-Keuls' post test using Prism 5.0c for Mac OS X from GraphPad Software (San Diego, CA). A p-value of <0.05 was considered statistically significant.

## Results

### Expression of DDAH1 and DDAH2 is decreased in the lungs and ADMA levels are increased in BALF and serum from HDM-treated mice

Since ADMA levels are increased in allergic asthma and DDAH is responsible for the majority of ADMA metabolism, we hypothesized that the increased levels of ADMA are due to decreased expression of DDAH following allergen exposure. We determined the expression of DDAH1 and DDAH2 in the lungs in a mouse model of asthma. C57BL/6 mice were challenged by intratracheal instillation of 100 µg HDM, 3 times per week for 3 weeks. This is a more clinically relevant protocol of chronic allergen exposure with an increased dosage of HDM for the C57BL/6 mouse strain. As shown in Fig. 1A and 1B, HDM exposure resulted in decreased expression of DDAH1 and DDAH2 in mouse lungs, which correlated with increased levels of ADMA in BALF and serum (Fig. 1C and 1D).

**Figure 1:**
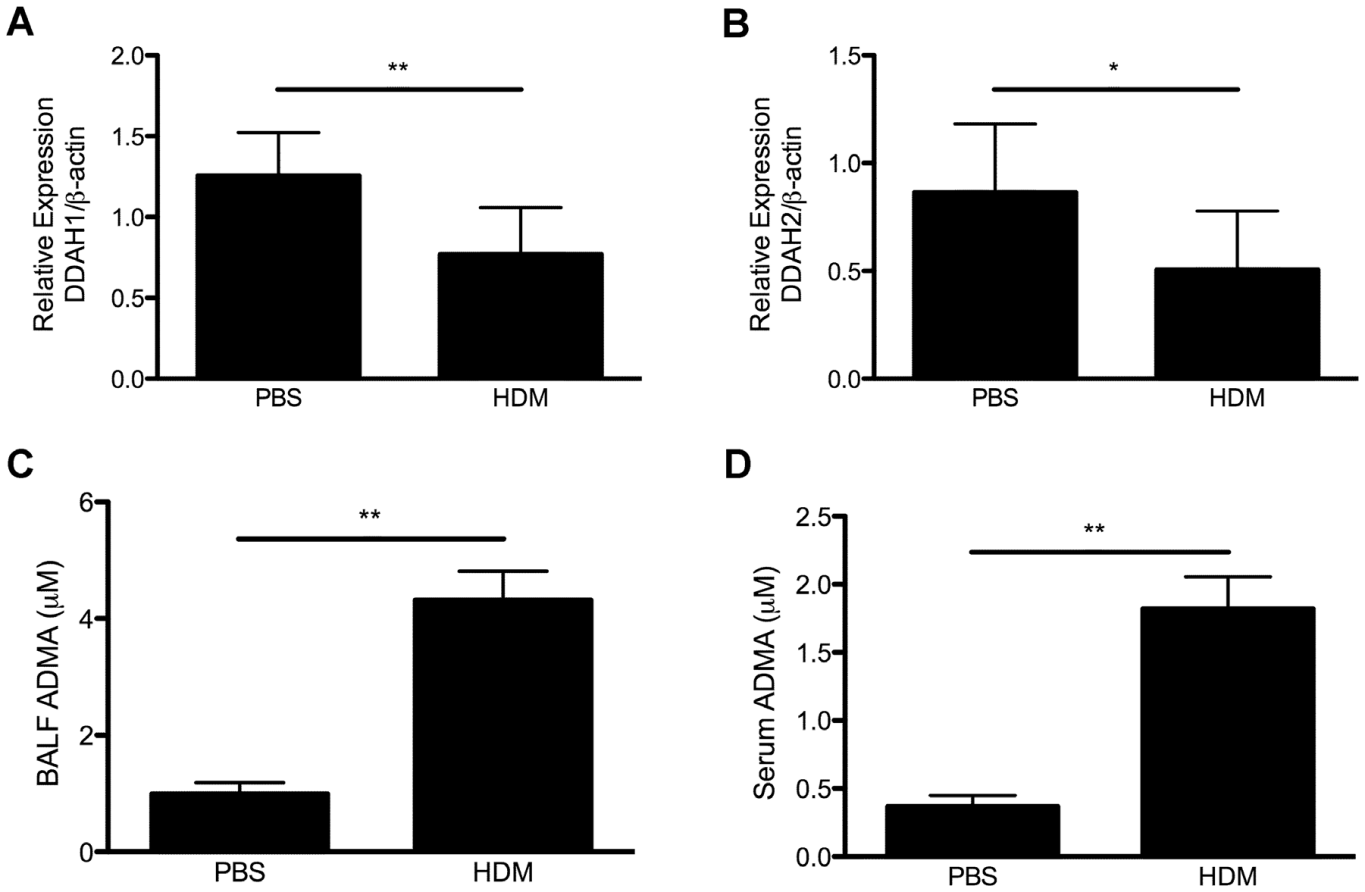
Expression of DDAH1 and DDAH2 in lungs and ADMA levels in BALF and serum samples from PBS or HDM-treated C57BL/6 mice. The mice were treated with PBS or HDM by 3 intratracheal challenges per week for 3 weeks. (A–B) DDAH1 and DDAH2 expression in lungs (n = 7–9). (C–D) ADMA levels in BALF and serum samples (n = 3). Data are shown as mean±SD. *, p<0.05; **, p<0.01.

### Overexpression of DDAH1 attenuates HDM-induced airway inflammation

We next determined the effect of DDAH overexpression on airway inflammation and AHR in a HDM-induced asthma model using DDAH1-transgenic mice since DDAH1 is the major enzyme responsible for ADMA metabolism [23]. The mice were challenged by intratracheal instillation of 100 µg HDM 3 times per week for 3 weeks. Twenty-four hours after the last treatment AHR was measured by flexiVent and airway inflammation was assessed by BAL cell counts. BAL total cell and eosinophil numbers were decreased in HDM-treated DDAH1-transgenic mice compared to HDM-treated wild type mice (Fig. 2A-2B). No significant differences in inflammatory cell infiltration in airways determined by H&E staining or in mucus production determined by PAS staining of lung sections were observed between HDM-treated DDAH1-transgenic mice and HDM-treated wild type mice (data not shown). No significant difference in AHR was observed in HDM-treated DDAH1-transgenic mice compared to HDM-treated wild type mice (data not shown).

**Figure 2:**
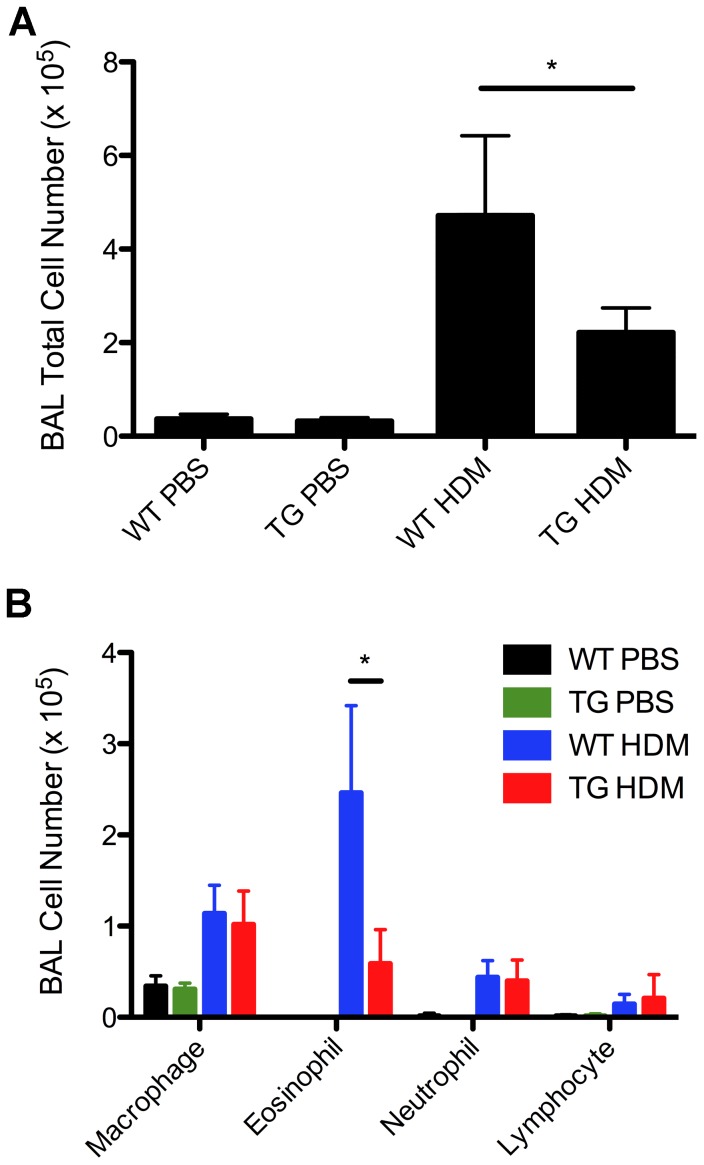
Airway inflammation in PBS or HDM-treated C57BL/6 wild type and DDAH1-transgenic mice. BAL total and differential cell counts in wild type and DDAH1-transgenic mice treated with PBS or HDM (3 intratracheal challenges per week for 3 weeks). WT: wide type; TG: DDAH1-transgenic. Data are shown as mean±SD (n = 5–9). *, p<0.05.

### IgE levels in BALF and serum are decreased in DDAH1-transgenic mice compared to wild type mice after HDM treatment

We next tested whether allergen sensitization was affected by the overexpression of DDAH1. As shown in Fig. 3A and 3B, the total IgE levels were decreased in BALF and serum in HDM-treated DDAH1-transgenic mice compared to HDM-treated wild type mice but there was no difference in the levels of total IgG1 in BALF or serum (Fig. 3C and 3D). The level of HDM-specific IgE was decreased in serum from HDM-treated DDAH1-transgenic mice compared to HDM-treated wild type mice but the level of HDM-specific IgG1 in serum was unaffected (Fig. 3E and 3F).

**Figure 3:**
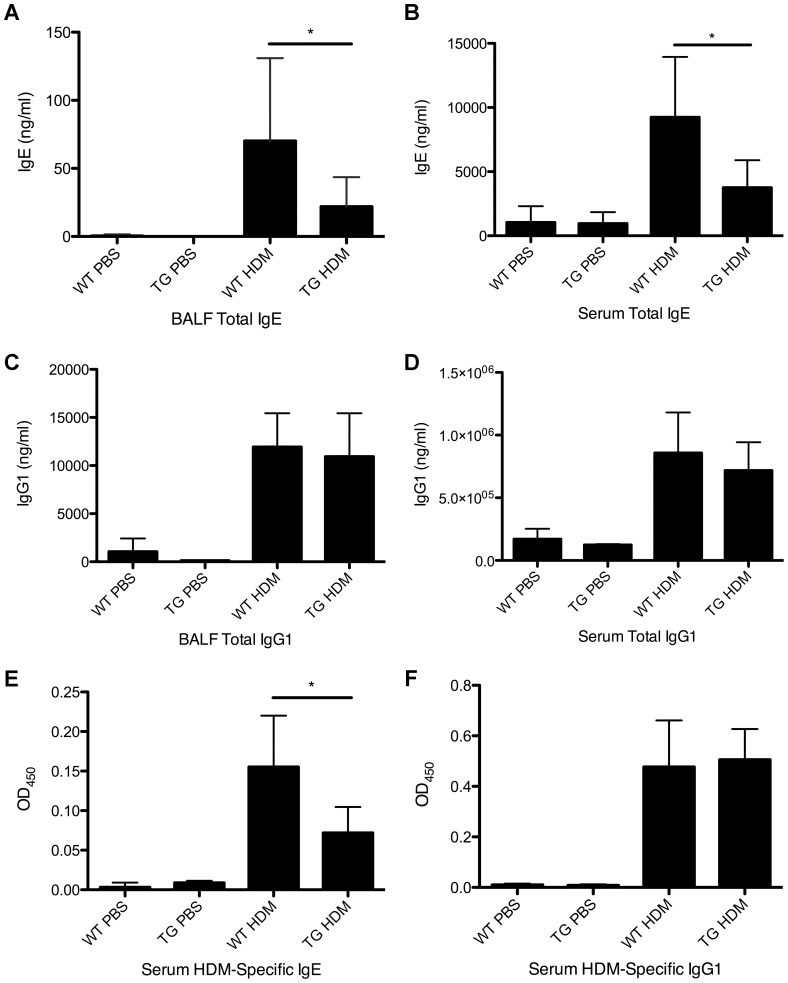
Levels of IgE and IgG1 in BALF and serum in PBS or HDM-treated C57BL/6 wild type and DDAH1-transgenic mice. (A) BALF total IgE. (B) Serum total IgE. (C) BALF total IgG1. (D) Serum total IgG1. (E) Serum HDM-specific IgE. (F) Serum HDM-specific IgG1. WT: wide type; TG: DDAH1-transgenic. Data are shown as mean±SD (n = 5–9). *, p<0.05.

### Gene expression profiles are significantly different in the lungs of wild type and DDAH1-transgenic mice

To elucidate the potential mechanisms underlying attenuated HDM-induced airway inflammation in DDAH1-transgenic mice, we determined gene expression profiles in the lungs from C57BL/6 wild type and DDAH1-transgenic mice treated with PBS or HDM (intratracheal instillation of 100 µg of HDM in 50 µl of PBS or 50 µl of PBS alone 3 times per week for 3 weeks) by RNA-Seq.

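Lung RNA was pooled from 4 mice in each of 4 groups, and each pool was sequenced as 2 libraries, so that there were 8 libraries in all. The 2 libraries of a group share their mice, and every SD below is the spread between 2 libraries of one pool and not a spread between mice. House dust mite extract (HDM), the allergen, was given at 100 µg in 50 µl of PBS 3 times per week for 3 weeks. The RNA was amplified before library construction. The authors aligned the reads to the mouse genome build mm10 (GRCm38) with TopHat, counted the reads in the coding region of each gene, and deposited these counts for 23469 genes under their Entrez identifiers, without normalization. The counts of PBS-treated wild type mice came to 9633928 and 11929374 in the 2 libraries. Those of HDM-treated wild type mice came to 10897901 and 10624006, those of PBS-treated DDAH1-transgenic mice to 11350380 and 11245981, and those of HDM-treated DDAH1-transgenic mice to 5694928 and 11492478. The gene of the 45S ribosomal RNA precursor, Rn45S, took between 8.58% and 21.8% of the counts of a library. The 2 libraries of a group differed by more than sampling noise in each group, with a mean chi-square per gene between 13.5 in PBS-treated wild type mice and 29.4 in HDM-treated DDAH1-transgenic mice, and were kept apart as replicates. Counts were scaled to the library size by edgeR's TMM method (CPM), and each comparison was fitted to its own 4 libraries with edgeR's quasi-likelihood test. The low-count filter of edgeR left 14926 genes for the PBS-treated groups and 15191 genes for the HDM-treated groups, and p-values were adjusted over these genes by the Benjamini-Hochberg method. A gene with 3 or fewer counts in both libraries of a group was taken to be at the floor. The floor lies between 0.233 and 0.447 CPM with all 8 libraries scaled together, and the difference of such a gene is given as a lower bound. Floors cover counting error only, because PCR copies of one molecule were counted as separate reads.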

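The targeted gene, Ddah1 (Entrez 69219, chromosome 3 of GRCm38 from 145758692 to 145894277), had 771 and 509 counts in the libraries of PBS-treated DDAH1-transgenic mice and 475 and 420 counts in those of PBS-treated wild type mice. This was 61.5 ± 15.7 against 38.9 ± 9.26 CPM (SD, n = 2 libraries), a log2 fold change of 0.66 (standard error 0.26, adjusted p = 0.358 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) that was 0.38 without DDAH1-transgenic replicate 1. After HDM, Ddah1 had 36.8 ± 1.79 CPM in DDAH1-transgenic mice and 46.0 ± 1.26 in wild type mice, a log2 fold change of -0.32 (standard error 0.29, adjusted p = 0.637, same test). The estimate for the HDM-treated libraries had the sign opposite to their genotype labels, but it was close to its standard error and did not reach significance. It therefore shows no direction, and the labels are used as given. The paper's text does not state the sequence of the transgene, and its reads are counted under Ddah1 only if they aligned to the mouse gene. Ddah2 (Entrez 51793, chromosome 17 from 35059035 to 35062099) had log2 fold changes of -0.19 (standard error 0.35, adjusted p = 0.912) in PBS-treated and 0.24 (standard error 0.41, adjusted p = 0.829) in HDM-treated lungs by the same test. The sign of the first became positive, at 0.07, without PBS-treated wild type replicate 2, and that of the second became negative, at -0.14, with an offset for gene length. Xist, which is transcribed from an inactive X chromosome, was between 11.3 and 20.8 CPM in the 4 PBS-treated libraries and between 2051 and 3028 in the 4 HDM-treated libraries. The Y-linked gene Ddx3y was between 58.7 and 68.9 CPM in the PBS-treated libraries and had 2 or 3 counts in each HDM-treated library. Both genotypes showed these levels, and the paper's text does not give the sex of the mice.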

There were 354 genes differentially expressed in the lungs of PBS-treated wild type and PBS-treated DDAH1-transgenic mice (Table S2). 

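Between PBS-treated DDAH1-transgenic and PBS-treated wild type mice, 533 of the genes tested had an unadjusted p-value under 0.01, the limit that the legend of Table S2 gives, with 227 higher and 306 lower in DDAH1-transgenic mice. An adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was reached by 98 genes, of which 42 were higher and 56 lower. In all 98 genes both DDAH1-transgenic libraries lay outside the range of the 2 wild type libraries, an arrangement that 33.3% of genes reach by chance. With 2 libraries against 2, an exact test of a single gene cannot reach significance, so that these calls rest on the spread edgeR estimates across genes. Among the alternatives tried, the first number ran from 315 genes, with a log2 fold change of at least 1 in size as a further condition, to 782 genes without the low-count filter. The second ran from 46 genes (25 higher, 21 lower) with the replicate number as a block to 306 genes without that filter.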

The top downregulated genes (with an adjusted p-value of <0.05) are shown in Table 1 (grouped and sorted by fold change), including immune/defense response genes (Rag1, Irg1, Tlr6, etc.), cell structure/adhesion/migration genes (Sprr2a2, Sprr2a1, Adipoq, etc.), cytokine/chemokine genes (Ccl4, Ccl3, Cxcl2 and Il1b), and transcriptional factors (Tcf7 and Stat1). 

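In the deposited counts, all 60 genes of Table 1 were lower in PBS-treated DDAH1-transgenic mice, 51 of them with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Rag1 (chromosome 2, 101638252 to 101649532) had 189 and 371 counts in wild type mice and 1 and 0 counts in DDAH1-transgenic mice, at least 77.8-fold lower (adjusted p = 4.75e-06). Irg1, now named Acod1 (chromosome 14, 103047012 to 103056573), fell from 45.6 ± 2.10 to 0.188 ± 0.266 CPM (SD, n = 2 libraries). Its log2 fold change of -7.81 (standard error 0.59, adjusted p = 3.50e-07) was -6.88 without DDAH1-transgenic replicate 2, the library with no count, and -12.00 without DDAH1-transgenic replicate 1. Tlr6 was at least 21.2-fold lower (adjusted p = 0.0236), with 3 and 0 counts in DDAH1-transgenic mice. Sprr2a2 and Sprr2a1 had identical counts in all libraries, so that the data do not tell these neighbours on chromosome 3 apart, and each had a log2 fold change of -5.79 (standard error 0.53, adjusted p = 4.26e-06). Adipoq had 100 and 69 counts in wild type mice and 11 and 0 counts in DDAH1-transgenic mice. Its log2 fold change of -3.80 (standard error 1.01) did not reach significance (adjusted p = 0.119) and was -2.83 without DDAH1-transgenic replicate 2 and -9.38 without DDAH1-transgenic replicate 1. It was past the threshold with DESeq2 and without the low-count filter. For Rag1 and Adipoq, thymus and fat tissue in the wild type pool could not be told apart from lower expression in the lung.

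Among the cytokine/chemokine genes, Ccl4 had no count in DDAH1-transgenic mice and 40 and 79 counts in wild type mice, at least 16.0-fold lower (adjusted p = 0.0103, same test). Ccl3 fell from 34.4 ± 8.24 to 0.389 ± 0.150 CPM and Cxcl2 from 23.2 ± 0.716 to 0.542 ± 0.633. Their log2 fold changes were -6.44 (standard error 0.53) and -5.41 (standard error 0.66), and the latter was -4.54 without DDAH1-transgenic replicate 1 and -7.79 without replicate 2. Il1b fell from 41.5 ± 1.05 to 5.52 ± 1.51 CPM, a log2 fold change of -2.91 (adjusted p = 0.000150). Tcf7 had a log2 fold change of -1.29 (standard error 0.26, adjusted p = 0.0239), and it was no longer past the threshold when all 8 libraries were fitted together.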

The top upregulated genes (with an adjusted p-value of <0.05) are shown in Table 2 (grouped and sorted by fold change), including muscle/cell structure genes (Myh2, Myh8, Myh4, etc.), ion homeostasis/metabolism genes (Atp2a1, Ckm, Sod1, etc.) and hemopoiesis genes (Hba-a2, Hba-a1, Beta-s, etc.). 

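All 44 genes of Table 2 were higher in PBS-treated DDAH1-transgenic mice in the deposited counts, and 34 of them had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The myosin heavy chain genes Myh2, Myh4 and Myh8 lie on chromosome 11 between 67171027 and 67308634, with Myh1 between Myh2 and Myh4. Myh2 had 152 and 136 counts in DDAH1-transgenic mice and 0 and 2 in wild type mice, at least 52.2-fold higher (adjusted p = 0.000169). Myh8 was at least 52.1-fold higher (adjusted p = 0.000169), with 1 and 2 counts in wild type mice. Myh4 rose from 0.864 ± 0.410 to 70.9 ± 4.76 CPM (SD, n = 2 libraries), a log2 fold change of 6.31 (standard error 0.38, adjusted p = 1.69e-08) that was 6.92 without wild type replicate 2. Between 20.1% and 30.2% of the stretches of 50 bases in the transcripts of these 3 genes occur in other transcripts, so that reads could have been divided among them. Skeletal muscle in the dissected tissue may explain the higher muscle genes, and could not be told apart from higher expression within the lung. Of the ion homeostasis/metabolism genes, Atp2a1 rose from 0.882 ± 0.166 to 39.3 ± 14.9 CPM, a log2 fold change of 5.45 (standard error 0.47, adjusted p = 1.97e-06). Ckm rose from 2.14 ± 1.54 to 20.5 ± 0.931 CPM. Its log2 fold change of 3.23 (standard error 0.54, adjusted p = 0.00480) was 4.27 without wild type replicate 2 and 2.66 without wild type replicate 1. Sod1 rose from 79.8 ± 11.1 to 144 ± 15.3 CPM, a log2 fold change of 0.85 (standard error 0.17, adjusted p = 0.0237) that was not past the threshold in a fit of all 8 libraries or with an offset for gene length, but was with the length of the longest transcript in that offset. Hba-a2 and Hba-a1 had identical counts in all libraries and rose from 2651 ± 362 to 4385 ± 411 CPM, a log2 fold change of 0.73 (standard error 0.09, adjusted p = 0.000243) for both. The beta-globin gene Hbb-bs, listed as Beta-s in Table 2, had a log2 fold change of 0.61 (standard error 0.09, adjusted p = 0.00112), and was not past the threshold in the fit of all 8 libraries. From the genes of Tables 1 and 2 the paper goes on to network and upstream target analysis of the PBS-treated groups.

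**Figure D1:**
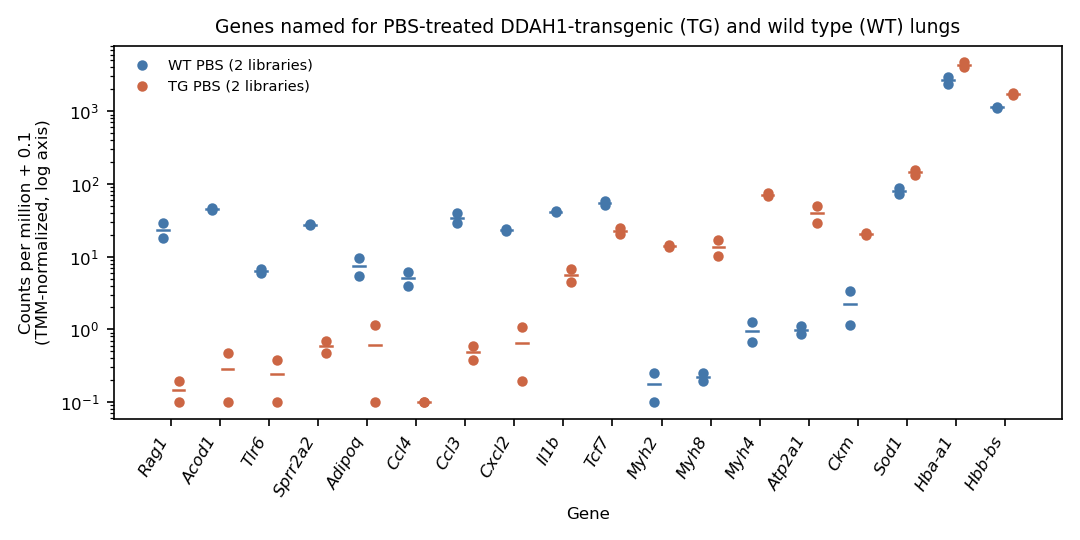
CPM plus 0.1, on a log axis, of 18 genes named for the PBS-treated groups, for wild type (WT, blue) and DDAH1-transgenic (TG, orange) lungs. Each point is 1 library and each line the mean of the 2 libraries, and the points of the 2 genotypes do not overlap for any gene shown, from Rag1 at 1 and 0 counts in TG to Hba-a1 at 4385 ± 411 CPM in TG.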

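The 22 immune/defense response genes of Table 1 had a median log2 fold change of -1.59 between PBS-treated DDAH1-transgenic and wild type mice, which stayed between -1.85 and -1.57 when each library was left out in turn, and 19 of them had an adjusted p-value under 0.05. The median of the 4 cytokine/chemokine genes was -5.92, or -4.71 with Ccl4 set to its lower bound, and all 4 were past the threshold. The paper chose these genes on the same libraries, so that the medians describe the list and do not test it. Between HDM-treated DDAH1-transgenic and wild type mice, 11 of the 21 immune/defense response genes that could be tested were higher and 10 lower. None had an adjusted p-value under 0.05, and 7 had an unadjusted p-value under that value. Their median of 0.09 changed sign, to -0.14, without HDM-treated DDAH1-transgenic replicate 2, and to -0.07 with an offset for gene length, where 1 gene was past the threshold. Of the 4 cytokine/chemokine genes 2 were higher and 2 lower there, none with an unadjusted p-value under 0.05. Their median of 0.08 was -0.12 without HDM-treated wild type replicate 1, 0.35 without HDM-treated wild type replicate 2 and -0.49, with all 4 genes lower, with the offset. Whether either list responds differently to the genotype under HDM was not tested as a list.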

For the downregulated immune/defense response genes, cytokine/chemokine genes and transcriptional factor genes, IPA analysis showed that the top network was associated with inflammatory response, immunological disease, and respiratory disease (Fig. 4A). 

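The 8 muscle/cell structure genes of Table 2 had a median log2 fold change of 5.66 between PBS-treated DDAH1-transgenic and wild type mice, or 5.50 with the 2 genes at the floor set to their lower bounds, and 7 of them had an adjusted p-value under 0.05. The median stayed between 5.41 and 6.43 when each library was left out in turn. Between the HDM-treated groups the median of the same genes was -0.68, with 1 gene higher, 7 genes lower and none past the threshold, while 3 had an unadjusted p-value under 0.05.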

The top network for the upregulated muscle/cell structure genes was associated with organ morphology, skeletal and muscular system development and function, and cancer (Fig. 4B). 

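Of the genes that differed between the PBS-treated groups, the paper links 25 to Nos2, which encodes the inducible nitric oxide synthase. Between PBS-treated DDAH1-transgenic and wild type mice, 4 of these genes were higher and 21 lower, with a median log2 fold change of -1.32, and 18 had an adjusted p-value under 0.05 over all genes tested. All 25 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. Between the HDM-treated groups 2 of the 25 genes were past the threshold over all genes and the median was -0.16. It was -0.48 with an offset for gene length and changed sign, to 0.03, without HDM-treated wild type replicate 2. Nos2 itself (chromosome 11, 78920787 to 78960226) had 10.8 ± 6.90 CPM in PBS-treated wild type mice and 0.779 ± 0.437 in PBS-treated DDAH1-transgenic mice (SD, n = 2 libraries), a log2 fold change of -3.78 (standard error 0.75, adjusted p = 0.0223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ran from -4.49 without DDAH1-transgenic replicate 2 to -2.91 without wild type replicate 1.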

The top upstream target for both downregulated and upregulated genes was iNOS (NOS2) (Fig. 4C).

**Figure 4:**
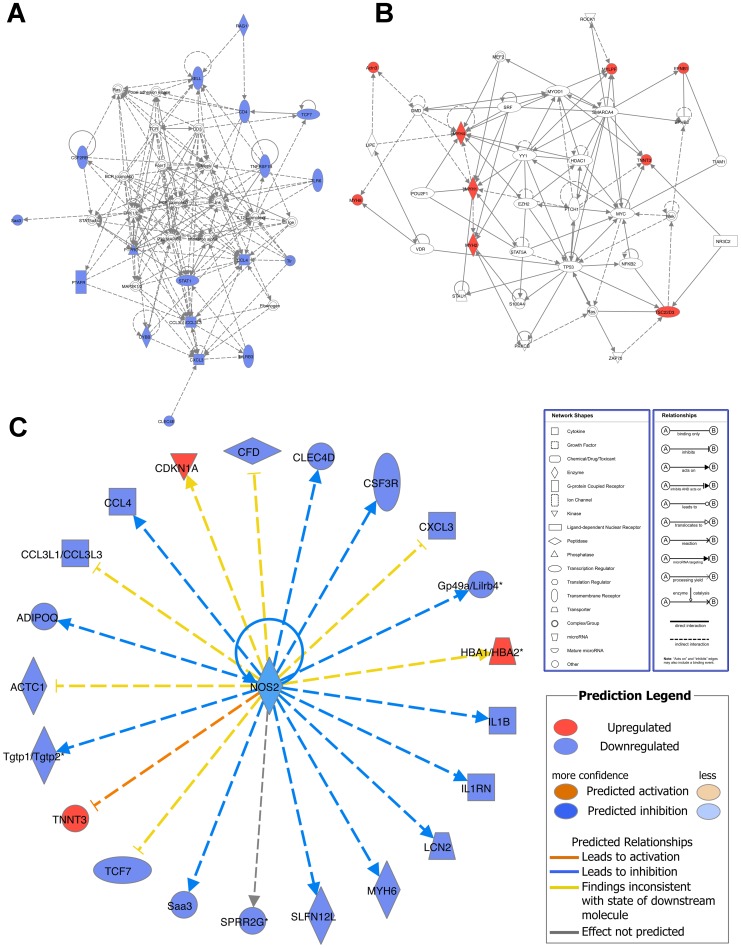
Network analysis of differentially expressed genes in the lungs of PBS-treated C57BL/6 wild type and PBS-treated DDAH1-transgenic mice. (A) Top network of the downregulated immune/defense response genes, cytokine/chemokine genes and transcriptional factor genes in PBS-treated DDAH1-transgenic mice. (B) Top network of the upregulated muscle/cell structure genes in PBS-treated DDAH1-transgenic mice. (C) Upstream target analysis of genes differentially expressed in PBS-treated wild type and DDAH1-transgenic mice. The genes with an adjusted p-value of <0.05 were included for analysis.

**Table 1:** Genes Downregulated in the Lungs of PBS-treated DDAH1-transgenic Mice versus PBS-treated Wild Type Mice.

Symbol	Name	Fold Change
***Immune/Defense Response***		
Rag1	recombination activating gene 1	0.0020
Irg1	immunoresponsive gene 1	0.0042
Tlr6	toll-like receptor 6	0.0224
Saa3	serum amyloid A 3	0.0265
Clec4e	C-type lectin domain family 4, member e	0.0360
Ptafr	platelet-activating factor receptor	0.0656
Pram1	PML-RAR alpha-regulated adaptor molecule 1	0.1024
Clec4d	C-type lectin domain family 4, member d	0.1306
Cfd	complement factor D (adipsin)	0.1491
Cd4	CD4 antigen	0.2667
Tnfrsf1b	tumor necrosis factor receptor superfamily, member 1b	0.3327
Il1rn	interleukin 1 receptor antagonist	0.3365
Lilrb3	leukocyte immunoglobulin-like receptor, subfamily B (with TM and ITIM domains), member 3	0.3596
Sell	selectin, lymphocyte	0.3826
Acsl1	acyl-CoA synthetase long-chain family member 1	0.4620
Cybb	cytochrome b-245, beta polypeptide	0.4694
Lcn2	lipocalin 2	0.4804
Tgtp1	T-cell specific GTPase 1	0.4907
Lilrb4	leukocyte immunoglobulin-like receptor, subfamily B, member 4	0.4931
Tgtp2	T-cell specific GTPase 2	0.4986
Csf2rb	colony stimulating factor 2 receptor, beta, low-affinity (granulocyte-macrophage)	0.5378
Ptprc	protein tyrosine phosphatase, receptor type, C	0.6052
***Cell Structure/Adhesion/Migration***		
Sprr2a2	small proline-rich protein 2A2	0.0179
Sprr2a1	small proline-rich protein 2A1	0.0179
Adipoq	adiponectin, C1Q and collagen domain containing	0.0702
S100a9	S100 calcium binding protein A9 (calgranulin B)	0.0736
Pla2g7	phospholipase A2, group VII (platelet-activating factor acetylhydrolase, plasma)	0.1651
S100a8	S100 calcium binding protein A8 (calgranulin A)	0.2070
H2-M2	histocompatibility 2, M region locus 2	0.2210
Sema4d	sema domain, immunoglobulin domain (Ig), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 4D	0.2948
Itgb2	integrin beta 2	0.4746
Myh6	myosin, heavy polypeptide 6, cardiac muscle, alpha	0.4752
Itgal	integrin alpha L	0.4913
Actc1	actin, alpha, cardiac muscle 1	0.5662
Csf3r	colony stimulating factor 3 receptor (granulocyte)	0.5942
***Cytokine/Chemokine***		
Ccl4	chemokine (C-C motif) ligand 4	0.0000
Ccl3	chemokine (C-C motif) ligand 3	0.0114
Cxcl2	chemokine (C-X-C motif) ligand 2	0.0236
Il1b	interleukin 1 beta	0.1342
***Transcriptional Factor***		
Tcf7	transcription factor 7, T-cell specific	0.4134
Stat1	signal transducer and activator of transcription 1	0.5833
***Other***		
Arpp21	cyclic AMP-regulated phosphoprotein, 21	0.0036
Gxylt2	glucoside xylosyltransferase 2	0.0112
1700071M16Rik	RIKEN cDNA 1700071M16 gene	0.0427
Trim30b	tripartite motif-containing 30B	0.0516
Cd177	CD177 antigen	0.0746
Niacr1	niacin receptor 1	0.0993
Mmp8	matrix metallopeptidase 8	0.1307
Slfn4	schlafen 4	0.1469
Acpp	acid phosphatase, prostate	0.2390
Steap4	STEAP family member 4	0.2412
F13a1	coagulation factor XIII, A1 subunit	0.2631
Gpnmb	glycoprotein (transmembrane) nmb	0.3398
Slpi	secretory leukocyte peptidase inhibitor	0.3547
Bpifa1	BPI fold containing family A, member 1	0.3796
Gp49a	glycoprotein 49 A	0.4032
Car3	carbonic anhydrase 3	0.4062
Gm1966	predicted gene 1966	0.5319
Ctss	cathepsin S	0.6001
Fth1	ferritin heavy chain 1	0.6449

NCBI Gene Expression Omnibus accession numbers GSE49047 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49047).

**Table 2:** Genes Upregulated in the Lungs of PBS-treated DDAH1-transgenic Mice versus PBS-treated Wild Type Mice.

Symbol	Name	Fold Change
***Muscle/Cell Structure***		
Myh2	myosin, heavy polypeptide 2, skeletal muscle, adult	181.3505
Myh8	myosin, heavy polypeptide 8, skeletal muscle, perinatal	109.1566
Myh4	myosin, heavy polypeptide 4, skeletal muscle	82.8001
Myh1	myosin, heavy polypeptide 1, skeletal muscle, adult	65.6757
Tnnt3	troponin T3, skeletal, fast	44.0881
Actn3	actinin alpha 3	26.0940
Mylpf	myosin light chain, phosphorylatable, fast skeletal muscle	14.9051
Neb	nebulin	10.4391
***Ion Homeostasis/Metabolism***		
Atp2a1	ATPase, Ca++ transporting, cardiac muscle, fast twitch 1	45.0004
Ckm	creatine kinase, muscle	9.6517
Sod1	superoxide dismutase 1, soluble	1.8226
Errfi1	ERBB receptor feedback inhibitor 1	1.7924
Dpep1	dipeptidase 1 (renal)	1.6845
Sgms1	sphingomyelin synthase 1	1.6440
Glul	glutamate-ammonia ligase (glutamine synthetase)	1.4929
***Hemopoiesis***		
Hba-a2	hemoglobin alpha, adult chain 2	1.6691
Hba-a1	hemoglobin alpha, adult chain 1	1.6691
Beta-s	hemoglobin subunit beta-1-like	1.5436
Hbb-b1	hemoglobin, beta adult major chain	1.5242
Hbb-b2	hemoglobin, beta adult minor chain	1.5242
***MicroRNA***		
Mir5109	microRNA 5109	2.7839
***Other***		
Flrt2	fibronectin leucine rich transmembrane protein 2	11.5849
Gm13375	predicted gene 13375	8.1901
Gm3893	predicted gene 3893	5.6492
Rmrp	RNA component of mitochondrial RNAase P	4.8670
Angptl4	angiopoietin-like 4	2.7019
Efnb1	ephrin B1	2.3349
Zbtb16	zinc finger and BTB domain containing 16	2.2658
Cdkn1a	cyclin-dependent kinase inhibitor 1A (P21)	2.2030
Tsc22d3	TSC22 domain family, member 3	2.1869
6430548M08Rik	RIKEN cDNA 6430548M08 gene	2.1316
Krt7	keratin 7	2.0891
Bmp6	bone morphogenetic protein 6	1.8952
Gm10393	predicted gene 10393	1.8802
Lars2	leucyl-tRNA synthetase, mitochondrial	1.8365
Plxna2	plexin A2	1.8323
Eif3e	eukaryotic translation initiation factor 3, subunit E	1.7913
Cpm	carboxypeptidase M	1.7450
Rn45S	45S pre-ribosomal RNA	1.7382
Vps54	vacuolar protein sorting 54 (yeast)	1.5716
Dnaja1	DnaJ (Hsp40) homolog, subfamily A, member 1	1.5133
Tmbim6	transmembrane BAX inhibitor motif containing 6	1.4524
Sepp1	selenoprotein P, plasma, 1	1.3714
Sftpa1	surfactant associated protein A1	1.3527

NCBI Gene Expression Omnibus accession numbers GSE49047 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49047).

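Between HDM-treated DDAH1-transgenic and HDM-treated wild type mice, 1025 genes had an unadjusted p-value under 0.01, of which 677 were higher and 348 lower in DDAH1-transgenic mice. An adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was reached by 370 genes, with 279 higher and 91 lower, and in all 370 both DDAH1-transgenic libraries lay outside the range of the wild type libraries, an arrangement as frequent by chance as between the PBS-treated groups. The removal of the low-count filter moved the latter number most upwards, to 1055 genes. An offset for gene length moved it most downwards, to 168 genes, of which 80 were higher and 88 lower, so that the share of higher genes among the calls went from 75.4% to 47.6%. Without the offset, the log2 fold change fell with transcript length, with a Spearman correlation of -0.281 across 14454 genes, which are not independent replicates. The same correlation was 0.0129 between the PBS-treated groups, across 14181 genes.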

There were 707 genes differentially expressed in the lungs of HDM-treated wild type and HDM-treated DDAH1-transgenic mice (Table S3). The top downregulated genes (with an adjusted p-value of <0.05) are shown in Table 3 (grouped and sorted by fold change), including metabolism/transport genes (Fbp1, Dhrs9, Arg1, etc.), immune/defense response genes (Ear11, Chia, Sod3, etc.), cytokine/chemokine genes (Ccl22, Tnfsf12, Ccl9 and Il33), extracellular matrix genes (Col6a2, Muc5ac, Muc4 and Col1a1) and microRNAs (Mir5109 and Mir5107). 

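All 60 genes of Table 3 were lower in HDM-treated DDAH1-transgenic mice in the deposited counts, and 54 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 33 with an offset for gene length. Fbp1 (chromosome 13, 62864753 to 62888298) fell from 17.0 ± 1.08 to 2.26 ± 0.884 CPM (SD, n = 2 libraries), a log2 fold change of -2.88 (standard error 0.59, adjusted p = 0.0268). Dhrs9 had 153 and 139 counts in wild type mice and 24 and 9 counts in DDAH1-transgenic mice. Its log2 fold change of -2.70 (standard error 0.77) did not reach significance (adjusted p = 0.0980), although it did with DESeq2 and without the low-count filter. It was -1.88 without DDAH1-transgenic replicate 2 and -4.27 without DDAH1-transgenic replicate 1. Arg1 (chromosome 10, 24915207 to 24927470), which encodes arginase 1, fell from 97.7 ± 2.82 to 17.9 ± 2.26 CPM, a log2 fold change of -2.44 (standard error 0.28, adjusted p = 0.00151). Ear11, now named Rnase2a, fell from 45.3 ± 10.5 to 10.1 ± 3.76 CPM and had a log2 fold change of -2.18 (adjusted p = 0.0160). For Sod3 the values were 388 ± 22.8 and 132 ± 16.0 CPM and the log2 fold change was -1.55 (adjusted p = 0.00169). Of the cytokine/chemokine genes, Ccl22 had a log2 fold change of -1.82 (standard error 0.34), Tnfsf12 one of -1.68 (standard error 0.32) and Ccl9 one of -1.11 (standard error 0.19), with adjusted p-values of 0.0182, 0.0202 and 0.00936. For Tnfsf12, 49.2% of the stretches of 50 bases also occur in another gene's transcripts. All 4 extracellular matrix genes were lower, with log2 fold changes between -1.31 and -1.09. Mir5109 fell from 569 ± 61.8 to 116 ± 10.4 CPM, a log2 fold change of -2.30 (adjusted p = 0.000332), and rose in DDAH1-transgenic mice between the PBS-treated groups, by 1.46 on the log2 scale. Mir5107 had a log2 fold change of -1.12 (adjusted p = 0.0107).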

The top upregulated genes (with an adjusted p-value of <0.05) are shown in Table 4 (grouped and sorted by fold change), including ribosomal complex genes (Rps21, Rps12, Rpl30, etc.) and ribosomal pseudogenes (Gm11968, Gm12191, Gm13253, etc.). 

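In the deposited counts, all 60 genes of Table 4 were higher in HDM-treated DDAH1-transgenic mice, and 55 had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, or 29 with an offset for gene length. Rps21 (chromosome 2, 180257379 to 180258444) rose from 27.3 ± 4.46 to 152 ± 20.3 CPM (SD, n = 2 libraries), a log2 fold change of 2.48 (standard error 0.26, adjusted p = 0.00107). Rps12 (chromosome 10, 23785183 to 23787383) had 499 and 544 counts in wild type mice and 1793 and 3418 in DDAH1-transgenic mice, a log2 fold change of 2.46 (standard error 0.21, adjusted p = 0.000385). Rpl30 (chromosome 15, 34440505 to 34443276) had 1637 and 1903 counts in wild type mice and 3876 and 10911 in DDAH1-transgenic mice, a log2 fold change of 2.11 (standard error 0.22, adjusted p = 0.00107). Of the stretches of 50 bases in their transcripts, 20.8%, 25.9% and 14.4% also occur in other transcripts. The pseudogene Gm12191 on chromosome 11 had a log2 fold change of 2.12, and 100.0% of its stretches of 50 bases also occur in other transcripts, so that its own expression is uncertain. Gm11968 and Gm13253 are now named Rps15a-ps6 and Rps15a-ps4. They had log2 fold changes of 2.18 and 2.04, and 57.3% and 38.0% of their stretches of 50 bases occur in other transcripts.

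**Figure D2:**
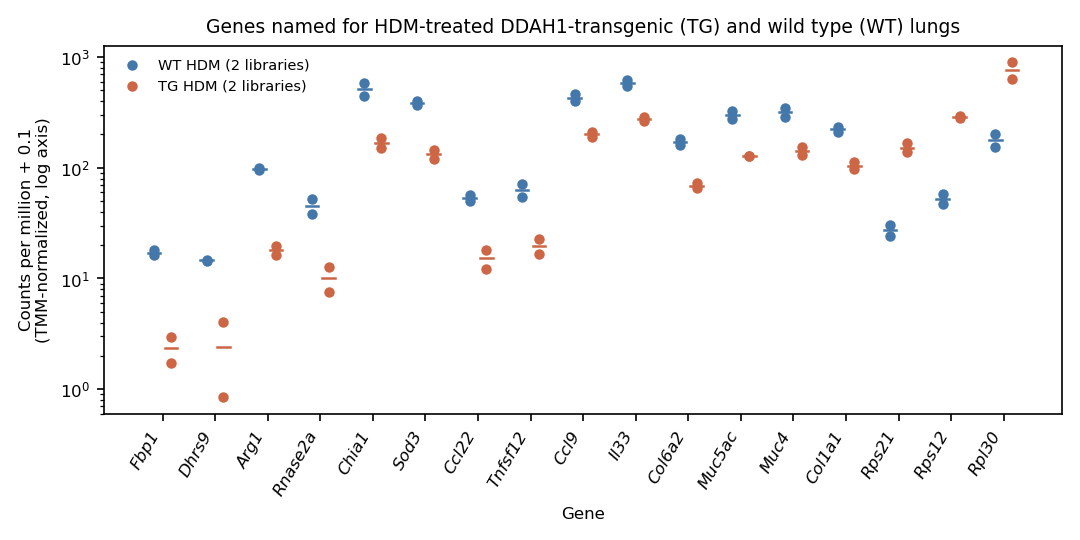
CPM plus 0.1, on a log axis, of 17 genes named for the HDM-treated groups, for wild type (WT, blue) and DDAH1-transgenic (TG, orange) lungs. Each point is 1 library and each line the mean of the 2 libraries, and the genes from Fbp1 to Col1a1 lie lower and the ribosomal protein genes Rps21, Rps12 and Rpl30 higher in TG than in WT, with no overlap between the genotypes.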

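The 7 immune/defense response genes of Table 3 had a median log2 fold change of -1.32 between HDM-treated DDAH1-transgenic and wild type mice, and all 7 had an adjusted p-value under 0.05. The 4 cytokine/chemokine genes of Table 3 had a median of -1.39 and were all past the threshold. With an offset for gene length the medians were -1.52 and -1.55, with 6 of the 7 and all 4 genes past it. Between the PBS-treated groups, 4 of the 6 immune/defense response genes that could be tested were higher and 2 lower, and of the cytokine/chemokine genes 2 were higher and 2 lower. No gene of either list was past the threshold there, and 1 immune/defense response gene and 0 cytokine/chemokine genes had an unadjusted p-value under 0.05.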

The top network for the downregulated immune/defense genes and cytokine/chemokine genes was associated with inflammatory response, cellular movement, and hematological system development and function (Fig. 5A). The top network for the upregulated ribosomal complex genes and ribosomal pseudogenes is associated with cellular development, cancer, and cellular assembly and organization (Fig. 5B). 

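The 16 ribosomal complex genes of Table 4 had a median log2 fold change of 1.90 between HDM-treated DDAH1-transgenic and wild type mice, and all 16 had an adjusted p-value under 0.05. With an offset for gene length the median was 1.21 and 11 of the 16 were past the threshold. The 5 ribosomal pseudogenes had a median of 2.04 and were all past it without the offset, and only 1 of them had a transcript length in the offset. For the cytosolic ribosomal protein genes that Table 4 does not hold, 70 of which were tested, the median was 1.16, with 67 higher. Of these, 48 had an adjusted p-value under 0.05 over all genes and 61 when adjusted over the list alone. In limma's camera test the list had an adjusted p of 3.09e-21. With limma's fry test, which estimates the correlation between genes from the libraries, it was 0.210, so that the call did not hold. The median stayed between 0.97 and 1.34 when each library was left out in turn and was 0.54 with the offset for gene length. With all genes ordered by transcript length in 5 equal groups, the median log2 fold change was 0.47 in the group with the shortest transcripts and -0.21 in that with the longest.

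**Figure D3:**
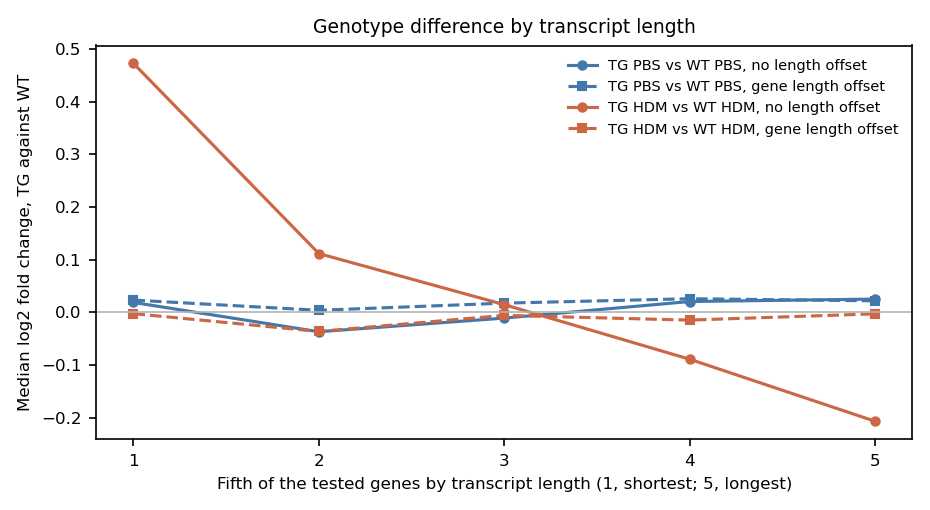
Median log2 fold change of DDAH1-transgenic (TG) against wild type (WT) lungs in 5 equal groups of the tested genes, ordered by transcript length, for PBS-treated (blue) and HDM-treated (orange) lungs, with solid lines without and dashed lines with an offset for gene length. Without the offset the HDM-treated groups run from 0.47 in the shortest to -0.21 in the longest group, and the PBS-treated groups stay between -0.04 and 0.03.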

The top upstream targets for both downregulated and upregulated genes were IL-13 and FOXA2 (Fig. 5C).

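Fig. 5C shows 26 genes under IL-13 and FOXA2, all of which could be tested. Between HDM-treated DDAH1-transgenic and wild type mice, 10 were higher and 16 lower, with a median log2 fold change of -0.85, and 24 had an adjusted p-value under 0.05 over all genes tested, or 25 when adjusted over the list alone. The paper chose the list on these libraries, so that neither number is independent evidence. With an offset for gene length, 15 of the 26 were past the threshold. Between the PBS-treated groups, 2 of the 24 genes tested were past it, and 10 were higher and 14 lower. Foxa2 itself (chromosome 2, 148042877 to 148046969) had 30.6 ± 5.83 CPM in HDM-treated DDAH1-transgenic mice and 20.3 ± 8.08 in HDM-treated wild type mice (SD, n = 2 libraries). The log2 fold change of 0.59 (standard error 0.40, adjusted p = 0.505 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) did not reach significance. It was 0.23 without wild type replicate 1 and 1.07 without wild type replicate 2. From network analysis of such genes, the paper proposes in its discussion that DDAH1 regulates the expression of mucus production genes through IL-13 and FOXA2.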

**Figure 5:**
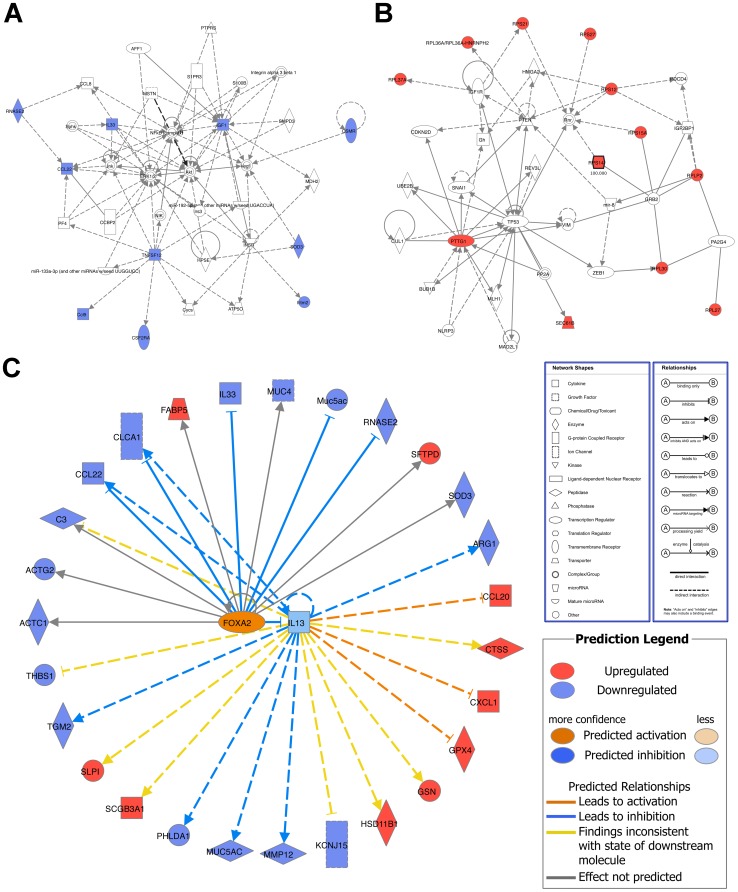
Network analysis of differentially expressed genes in the lungs of HDM-treated C57BL/6 wild type and HDM-treated DDAH1-transgenic mice. (A) Top network of the downregulated immune/defense response genes and cytokine/chemokine genes in HDM-treated DDAH1-transgenic mice. (B) Top network of the upregulated ribosomal complex genes and ribosomal pseudogenes in HDM-treated DDAH1-transgenic mice. (C) Upstream target analysis of genes differentially expressed in HDM-treated wild type and DDAH1-transgenic mice. The genes with an adjusted p-value of <0.05 were included for analysis.

**Table 3:** Genes Downregulated in the Lungs of HDM-treated DDAH1-transgenic Mice versus HDM-treated Wild Type Mice.

Symbol	Name	Fold Change
***Metabolism/Transport***		
Fbp1	fructose bisphosphatase 1	0.1302
Dhrs9	dehydrogenase/reductase (SDR family) member 9	0.1595
Arg1 *	arginase, liver	0.1808
Slc26a4	solute carrier family 26, member 4	0.2789
Cox15	COX15 homolog, cytochrome c oxidase assembly protein (yeast)	0.2889
Chi3l4 *	chitinase 3-like 4	0.3373
Atp1a3	ATPase, Na+/K+ transporting, alpha 3 polypeptide	0.3547
Slc5a1	solute carrier family 5 (sodium/glucose cotransporter), member 1	0.3701
Clca3	chloride channel calcium activated 3	0.3773
Kcnj15	potassium inwardly-rectifying channel, subfamily J, member 15	0.4207
Chi3l3 *	chitinase 3-like 3	0.4246
Slco4c1	solute carrier organic anion transporter family, member 4C1	0.4487
Man2b2	mannosidase 2, alpha B2	0.4520
***Immune/Defense Response***		
Ear11	eosinophil-associated, ribonuclease A family, member 11	0.2201
Chia *	chitinase, acidic	0.3222
Sod3	superoxide dismutase 3, extracellular	0.3353
Csf2ra	colony stimulating factor 2 receptor, alpha, low-affinity (granulocyte-macrophage)	0.3959
Ifitm2	interferon induced transmembrane protein 2	0.4031
Igf1	insulin-like growth factor 1	0.4424
*Osmr*	oncostatin M receptor	0.4612
***Cytokine/Chemokine***		
Ccl22	chemokine (C-C motif) ligand 22	0.2776
Tnfsf12	tumor necrosis factor (ligand) superfamily, member 12	0.3065
Ccl9	chemokine (C-C motif) ligand 9	0.4578
Il33 *	interleukin 33	0.4640
***Extracellular Matrix***		
Col6a2	collagen, type VI, alpha 2	0.3976
Muc5ac	mucin 5, subtypes A and C, tracheobronchial/gastric	0.4245
Muc4	mucin 4	0.4415
Col1a1	collagen, type I, alpha 1	0.4641
***Transcriptional Factor***		
Srebf2	sterol regulatory element binding factor 2	0.3294
Foxp4	forkhead box P4	0.3743
Nfic	nuclear factor I/C	0.4391
***MicroRNA***		
Mir5109	microRNA 5109	0.2007
Mir5107	microRNA 5107	0.4523
***Other***		
Syn2	synapsin II	0.0688
4833422F24Rik	RIKEN cDNA 4833422F24 gene	0.0775
LOC100048885	major urinary protein LOC100048885	0.1392
Corin	corin	0.1992
Zfp366	zinc finger protein 366	0.2274
Zfp385b	zinc finger protein 385B	0.2356
Epha7	Eph receptor A7	0.2597
Bahcc1	BAH domain and coiled-coil containing 1	0.2673
Actg2	actin, gamma 2, smooth muscle, enteric	0.2694
Phlda1	pleckstrin homology-like domain, family A, member 1	0.2729
Actc1	actin, alpha, cardiac muscle 1	0.2852
BC048546	cDNA sequence BC048546	0.2998
Trim65	tripartite motif-containing 65	0.3015
Bin2	bridging integrator 2	0.3016
Fcgbp	Fc fragment of IgG binding protein	0.3248
Prrc2a	proline-rich coiled-coil 2A	0.3288
Dusp8	dual specificity phosphatase 8	0.3328
Rhob	ras homolog gene family, member B	0.3346
Atn1	atrophin 1	0.3370
Rpph1	ribonuclease P RNA component H1	0.3560
Midn	midnolin	0.3735
Notch3	Notch gene homolog 3 (Drosophila)	0.3899
Sema5a	sema domain, seven thrombospondin repeats (type 1 and type 1-like), transmembrane domain (TM) and short cytoplasmic domain, (semaphorin) 5A	0.3949
Gm15401	predicted gene 15401	0.3967
Tgfb1i1	transforming growth factor beta 1 induced transcript 1	0.4005
Taok2	TAO kinase 2	0.4159
Samd4b	sterile alpha motif domain containing 4B	0.4693

Verified by RT-qPCR.

NCBI Gene Expression Omnibus accession numbers GSE49047 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49047).

**Table 4:** Genes Upregulated in the Lungs of HDM-treated DDAH1-transgenic Mice versus HDM-treated Wild Type Mice.

Symbol	Name	Fold Change
***Ribosomal Complex***		
Rps21	ribosomal protein S21	5.4796
Rps12	ribosomal protein S12	5.4397
Rpl30	ribosomal protein L30	4.2587
Mrps16	mitochondrial ribosomal protein S16	4.1518
Rpl34	ribosomal protein L34	3.8427
Sec61b	Sec61 beta subunit	3.7764
Rps14	ribosomal protein S14	3.6956
Rpl36a	ribosomal protein L36A	3.6885
Rps15a	ribosomal protein S15A	3.6498
Rpl37a	ribosomal protein L37a	3.6295
Pttg1	pituitary tumor-transforming gene 1	3.5963
Rplp2	ribosomal protein, large P2	3.4879
Rps27	ribosomal protein S27	3.4532
Rpl27	ribosomal protein L27	3.4067
Rps28	ribosomal protein S28	3.3511
Mrpl20	mitochondrial ribosomal protein L20	3.2634
***Ribosomal Pseudogene***		
Gm11968	Rps15a pseudogene	4.4686
Gm12191	ribosomal protein L30 pseudogene	4.2620
Gm13253	ribosomal protein S15a pseudogene	4.0395
Rpl34-ps1	ribosomal protein L34, pseudogene 1	3.8391
Rplp2-ps1	ribosomal protein, large P2, pseudogene 1	3.3696
***Metabolism/Oxidative Process***		
Qdpr	quinoid dihydropteridine reductase	5.7248
Glrx5	glutaredoxin 5 homolog (S. cerevisiae)	5.0037
Ndufa2	NADH dehydrogenase (ubiquinone) 1 alpha subcomplex, 2	4.9044
Ndufs5	NADH dehydrogenase (ubiquinone) Fe-S protein 5	4.7132
Sumf1	sulfatase modifying factor 1	4.4089
Cox7a2l	cytochrome c oxidase subunit VIIa polypeptide 2-like	4.2862
Cox17	cytochrome c oxidase, subunit XVII assembly protein homolog (yeast)	4.1528
***Cytokine/Chemokine***		
Ccl20	chemokine (C-C motif) ligand 20	6.3854
Cxcl3	chemokine (C-X-C motif) ligand 3	3.9814
***Other***		
Dtwd1	DTW domain containing 1	14.2305
Flrt2	fibronectin leucine rich transmembrane protein 2	10.6123
1110038B12Rik	RIKEN cDNA 1110038B12 gene	8.9809
Scgb3a2	secretoglobin, family 3A, member 2	7.4584
Fpr2	formyl peptide receptor 2	6.5479
Fkbp14	FK506 binding protein 14	6.3078
Hbxip	hepatitis B virus x interacting protein	4.8871
BC002163	NADH dehydrogenase Fe-S protein 5 pseudogene	4.7683
S100a13	S100 calcium binding protein A13	4.6935
H3f3a	H3 histone, family 3A	4.6727
Commd1	COMM domain containing 1	4.6707
Osgep	O-sialoglycoprotein endopeptidase	4.2386
2010001M09Rik	RIKEN cDNA 2010001M09 gene	4.1526
Mettl7a2	methyltransferase like 7A2	4.1202
0610007C21Rik	RIKEN cDNA 0610007C21 gene	3.9575
Tmbim4	transmembrane BAX inhibitor motif containing 4	3.9312
Snrpe	small nuclear ribonucleoprotein E	3.9247
Plac9	placenta specific 9	3.7440
Gngt2	guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2	3.5724
Tomm7	translocase of outer mitochondrial membrane 7 homolog (yeast)	3.5352
Gm9846	predicted gene 9846	3.4544
Ccdc84	coiled-coil domain containing 84	3.4251
S100a6	S100 calcium binding protein A6 (calcyclin)	3.3956
Vamp8	vesicle-associated membrane protein 8	3.3746
Shfm1	split hand/foot malformation (ectrodactyly) type 1	3.3414
Cd52	CD52 antigen	3.3025
Mettl7a1	methyltransferase like 7A1	3.2925
Pcolce2	procollagen C-endopeptidase enhancer 2	3.2669
Fam166a	family with sequence similarity 166, member A	3.2667
Neat1	nuclear paraspeckle assembly transcript 1 (non-protein coding)	3.2657

NCBI Gene Expression Omnibus accession numbers GSE49047 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49047).

### The expression of IL-13, IL-4, IL-33, CCL11, ARG1, MMP-12, CHIA, CHI3L3 and CHI3L4 is decreased in the lungs from DDAH1-transgenic mice compared to wild type mice following allergen challenge

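In the RNA-Seq counts of the HDM-treated groups, Il13 (chromosome 11, 53631323 to 53634702) had 28 and 9 counts in wild type mice and 0 and 2 counts in DDAH1-transgenic mice, at least 5.02-fold lower, or at least 2.66-fold without wild type replicate 1. These counts were too low for the filter, so that Il13 was not tested. Il4, its neighbour on the chromosome, had 8 and 48 counts in wild type mice and 6 and 6 counts in DDAH1-transgenic mice, a log2 fold change of -1.99 (standard error 1.35, adjusted p = 0.505 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rested on wild type replicate 2 and was -0.06 without it. Il33 (chromosome 19, 29925113 to 29960718) had 587 ± 50.7 CPM in wild type and 276 ± 13.0 in DDAH1-transgenic mice (SD, n = 2 libraries), a log2 fold change of -1.09 (standard error 0.18, adjusted p = 0.00759). Ccl11, which encodes eotaxin, had 40.7 ± 0.885 and 30.2 ± 21.2 CPM. Its log2 fold change of -0.42 (standard error 0.44, adjusted p = 0.694) ran from -1.12 to -0.42 over the alternatives, with adjusted p-values between 0.0918 and 0.694. It was -1.42 without DDAH1-transgenic replicate 2 and 0.15 without DDAH1-transgenic replicate 1. Mmp12 had 783 ± 28.0 and 469 ± 105 CPM, a log2 fold change of -0.74 (standard error 0.19, adjusted p = 0.0677) that was past the threshold with DESeq2, without the low-count filter, with an offset for GC content and in a fit of all 8 libraries. Chia, listed as Chia1 (chromosome 3, 106113382 to 106132118), had 513 ± 97.0 and 168 ± 25.2 CPM, a log2 fold change of -1.62 (standard error 0.21, adjusted p = 0.00190).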

Based on RNA-Seq results, we verified the expression of some key cytokines, chemokines, matrix metallopeptidases and chitinases including IL-13, IL-4, IL-33, CCL11, MMP-12 and CHIA. As shown in Fig. 6A and 6B, induction of IL-13 and IL-4 expression in the lungs was attenuated in HDM-treated DDAH1-transgenic mice compared to wild type mice. Expression of IL-33 was decreased in lungs from DDAH1-transgenic mice after HDM treatment compared to wild type mice (Fig. 6C). We found that the expression of CCL11 and MMP-12 was decreased in HDM-treated DDAH1-transgenic mice compared to HDM-treated wild type mice (Fig. 6D, 6E). The expression of ARG1, a key enzyme in arginine/NO metabolism, was significantly decreased in HDM-treated DDAH1-transgenic mice compared to HDM-treated wild type mice (Fig. 6F). The difference in expression of iNOS (NOS2) or FOXA2 was not significant between wild type and DDAH1-transgenic mice (Fig. 6G, 6H). The expression of acidic chitinase (CHIA) and chitinase like proteins (CHI3L3 and CHI3L4) was decreased in the lungs of HDM-treated DDAH1-transgenic mice compared to HDM-treated wild type mice (Fig. 7A–7C).

**Figure 6:**
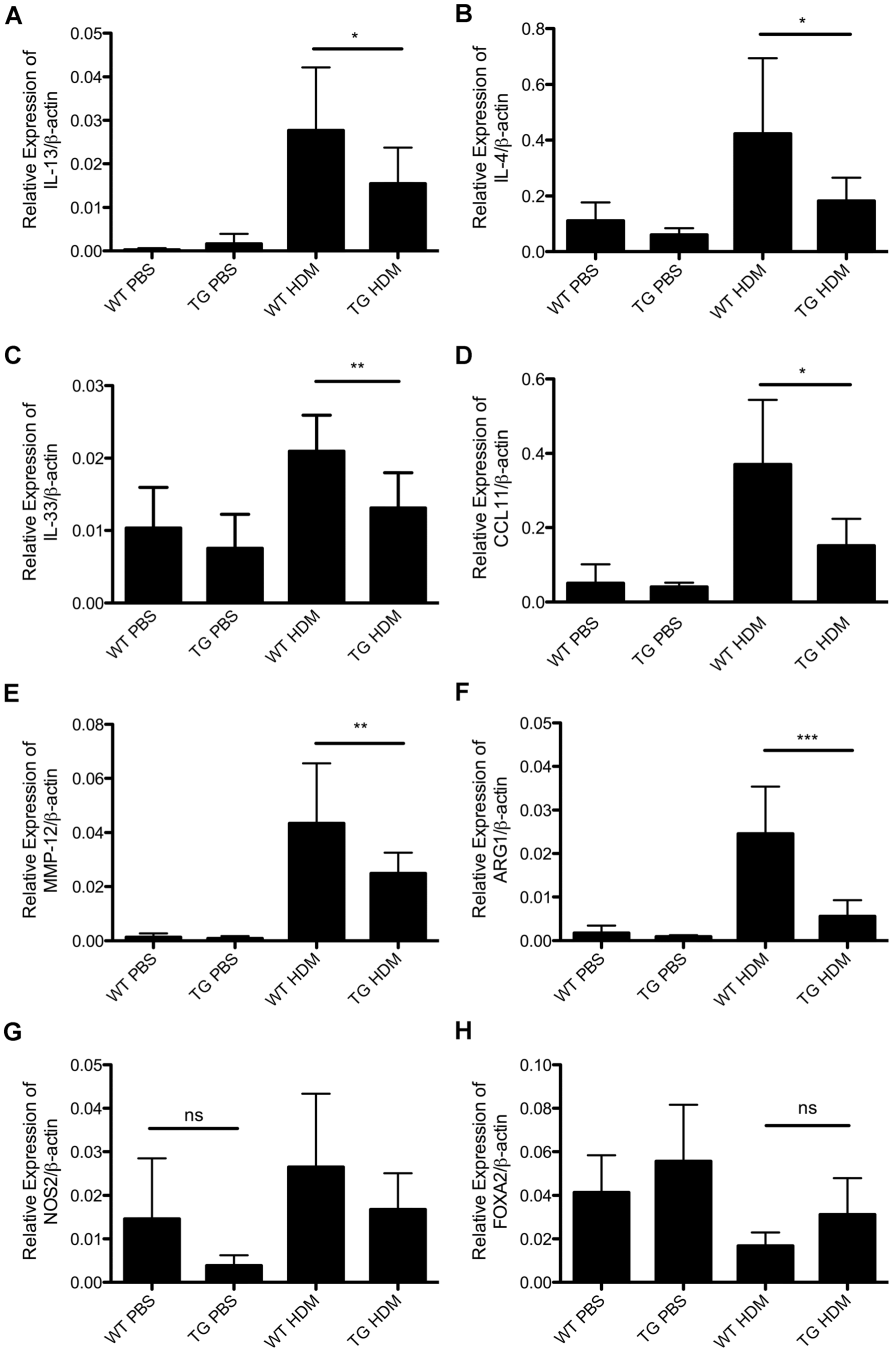
Expression of IL-13, IL-4, IL-33, CCL11, MMP-12, ARG1, NOS2 and FOXA2 in lungs from PBS or HDM-treated C57BL/6 wild type and DDAH1-transgenic mice. (A) IL-13. (B) IL-4. (C) IL-33. (D) CCL11 (E) MMP-12. (F) ARG1. (G) NOS2. (H) FOXA2. WT: wide type; TG: DDAH1-transgenic. Data are shown as mean±SD (n = 5-9). *, p<0.05; **, p<0.01; ***, p<0.001; ns, not significant.

**Figure 7:**
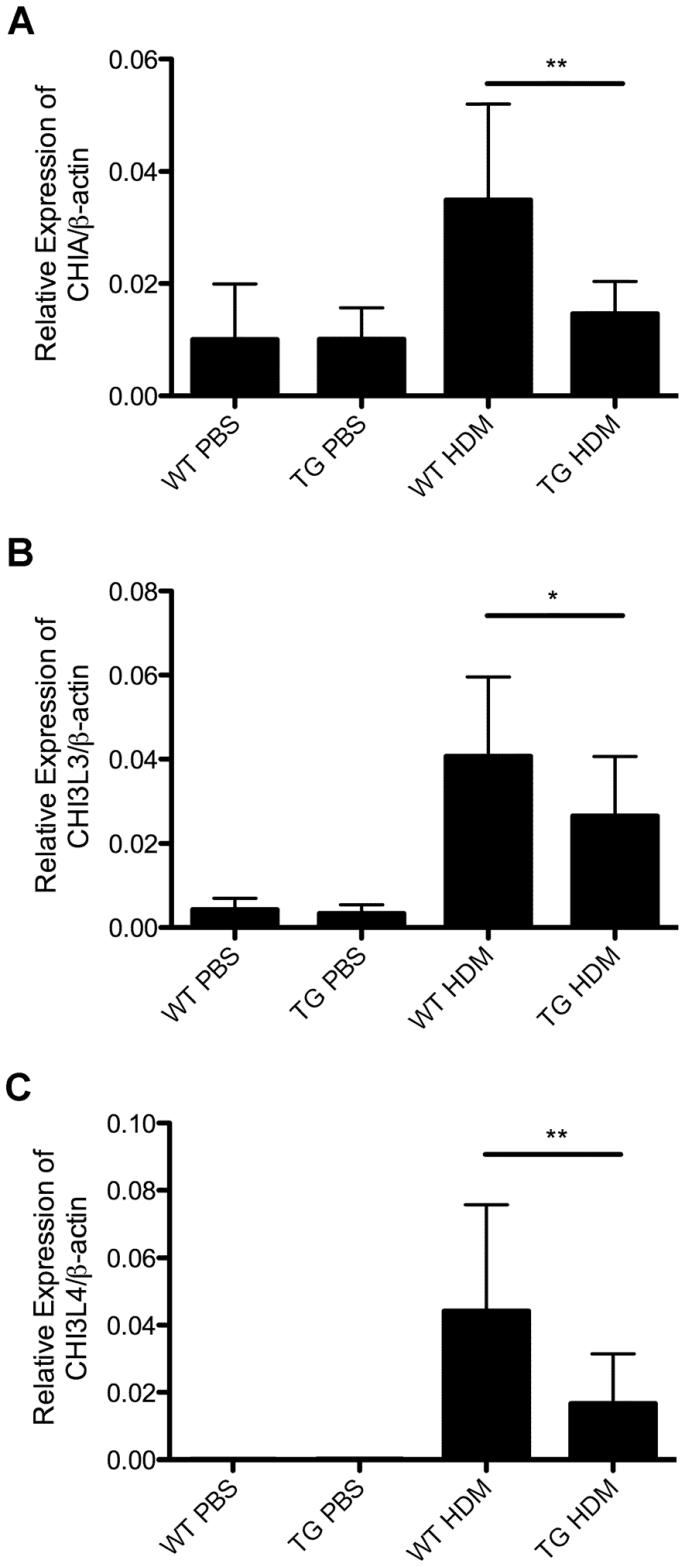
Expression of acidic chitinase (CHIA) and chitinase like proteins (CHI3L3 and CHI3L4) in the lungs of PBS or HDM-treated C57BL/6 wild type and DDAH1-transgenic mice. (A) CHIA. (B) CHI3L3. (C) CHI3L4. WT: wide type; TG: DDAH1-transgenic. Data are shown as mean±SD (n = 5–9). *, p<0.05; **, p<0.01.

## Discussion

Our data reveal that expression of DDAH1 and DDAH2 is decreased in the lungs in a mouse model of asthma, and overexpression of DDAH1 attenuates allergen-induced airway inflammation. Asthma is a condition of decreased NO bioavailability. ADMA is an endogenous inhibitor of NOS, which is a major source of NO. DDAH1 and DDAH2 are responsible for metabolism of over 90% of ADMA *in vivo*, and our data support a role for DDAH downregulation in asthma pathogenesis.

The mechanism of the observed downregulation of DDAH may be epigenetic modulation. Studies using mouse trophoblast stem cells and trophoblastic tissues of postimplantation mouse embryos showed DNA methylation-dependent epigenetic regulation of DDAH2 gene expression. The CpG island in the DDAH2 promoter was hypermethylated in trophoblast stem cells but hypomethylated in differentiated cells [39]. We found that the mouse DDAH1 promoter also contains a CpG island [40], but their methylation status and relationship to gene expression are unknown. Previous studies have shown that allergen exposure results in altered methylation status of IL-4 and IFNγ promoter CpG islands [41]. It is likely that allergen exposure results in hypermethylation of mouse DDAH1 and DDAH2 promoter CpG islands, which results in decreased expression of DDAH1 and DDAH2 in mouse lungs.

Our data showed that overexpression of DDAH1 attenuated allergen-induced airway inflammation although it had no significant effect on AHR. It is not surprising as studies showed uncoupled airway inflammation and AHR in allergen challenged C57BL/6 mice due to strain-dependent genomic factors [42]. The infiltration of eosinophils into the lungs was decreased in HDM-exposed DDAH1-transgenic mice, which is consistent with the result that expression of CCL11 was decreased in lungs from HDM-treated DDAH1-transgenic mice. The total IgE and HDM-specific IgE levels in BALF or serum were decreased in DDAH1-transgenic mice after HDM exposure, suggesting that overexpression of DDAH1 affected Ig class switch.

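The genotypes were compared under both treatments. Of the 14514 genes tested in both genotype comparisons, 7 had an adjusted p-value under 0.05 in both with the same direction, where 1.11 would be expected by chance from libraries that the comparisons do not share. All 7 were higher in DDAH1-transgenic mice, and no gene was lower in both. They came to 5 genes with the beta-globin genes, which share reads, counted once. The number expected by chance treats genes as independent. Another 7 genes were past the threshold in both with opposite directions, where 1.28 would be expected. Acod1 (Irg1), of the immune/defense response genes of Table 1, is an example of a difference between the treatments. It had 493 and 574 counts in PBS-treated wild type mice and 4 and 0 in PBS-treated DDAH1-transgenic mice, and 128 and 78 counts in HDM-treated wild type mice and 153 and 215 in HDM-treated DDAH1-transgenic mice. The test of the difference between the genotype effects in a fit of all 8 libraries gave a log2 difference of 8.83 (standard error 0.81, adjusted p = 3.76e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which was 12.99 without PBS-treated DDAH1-transgenic replicate 1 and 7.90 without PBS-treated DDAH1-transgenic replicate 2. By the levels of Xist and the Y-linked genes, sex is confounded with treatment, and each group is 1 pool. The difference could therefore come from HDM, from sex or from the pools.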

The RNA-Seq data showed that overexpression of DDAH1 results in decreased lung expression of multiple immune/defense response genes that are associated with a network of inflammatory responses. The top upstream target is iNOS. A previous study showed that increased ADMA levels increase the expression of iNOS in mouse lungs [12], suggesting the effect of DDAH1 overexpression on iNOS expression/activity may be mediated by altered ADMA levels. Following HDM exposure, the expression of ARG1 is significantly decreased in the lungs from DDAH1 transgenic mice, suggesting arginine/NO pathways play important roles in the effect of DDAH1 overexpression on allergic airway inflammation. 

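Clca3, now named Clca1 (chromosome 3, 145004537 to 145032776), had 1824 ± 36.0 CPM in HDM-treated wild type mice and 698 ± 79.2 in HDM-treated DDAH1-transgenic mice (SD, n = 2 libraries), a log2 fold change of -1.38 (standard error 0.16, adjusted p = 0.00144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Muc5ac (chromosome 7, 141788958 to 141819227) fell from 299 ± 35.8 to 129 ± 0.376 CPM, a log2 fold change of -1.22 (standard error 0.20, adjusted p = 0.00771), and Muc4 (chromosome 16, 32735886 to 32782391) from 316 ± 39.8 to 142 ± 16.5, a log2 fold change of -1.16 (standard error 0.20, adjusted p = 0.0112). Of the collagen genes, Col6a2 (chromosome 10, 76595756 to 76623630) fell from 171 ± 15.0 to 69.0 ± 4.74 CPM, a log2 fold change of -1.31 (adjusted p = 0.00906), and Col1a1 (chromosome 11, 94936224 to 94953042) from 222 ± 17.9 to 105 ± 11.1, a log2 fold change of -1.09 (adjusted p = 0.0178). Muc4 and Col1a1 were no longer past the threshold with an offset for gene length, and with the length of the longest transcript in it only Col1a1 was. The 30 collagen genes outside Tables 1 to 4 that could be tested had a median log2 fold change of -0.18, with 11 higher, none past the threshold and 4 with an unadjusted p-value under 0.05, and the median was near 0 with that offset, where its sign depended on the transcript used.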

We found the expression of genes involved in mucus production (Clca3, Muc5ac and Muc4) and collagen synthesis (Col6a2 and Col1a1) is also decreased. Another previous study showed that increased levels of ADMA resulted in increased pulmonary collagen deposition [11], suggesting DDAH1 may regulate collagen synthesis through modulation of ADMA levels. Network analysis suggests that DDAH1 regulates mucus production gene expression through IL-13/FOXA2. RT-qPCR data further showed that the expression of IL-13, IL-4 and CCL11 is decreased in HDM-treated DDAH1-transgenic mice, which is consistent with attenuated eosinophil infiltration in airways and decreased serum and BALF IgE levels. Although the difference in expression of iNOS and FOXA2 is not significant between the wild type and DDAH1-transgenic mice, overexpression of DDAH1 may directly or indirectly affect the activity of iNOS and FOXA2. Interestingly, the expression of acidic chitinase (CHIA) and chitinase like proteins (CHI3L3 and CHI3L4) was decreased in the lungs of HDM-treated DDAH1-transgenic mice. Acidic chitinase has been shown to paly important roles in asthma [43]. CHI3L3 and CHI3L4 are rodent specific chitinase like proteins that are induced by Th2 cytokines or allergen challenge and have chemotactic activity [44]–[46]. Whether acidic chitinase and chitinase like proteins can modulate the expression of DDAH1 requires further studies. Overexpression of DDAH1 may have non-specific effects on gene expression. Generation of cell type specific transgenic mice with different expression levels of the DDAH1-transgene would help minimize the non-specific effects.

In summary, our data suggest that decreased expression of DDAH1 and DDAH2 in lungs may contribute to allergic asthma and overexpression of DDAH1 attenuates allergen-induced airway inflammation through modulation of Th2 responses.

## Supporting Information

Table S1 **Primers for PCR.**
(DOC) Click here for additional data file.

Table S2 **Genes differentially expressed in the lungs of PBS-treated wild type and PBS-treated DDAH1-transgenic mice.** For RNA-Seq, equal amounts of RNA were pooled from each mouse lung in an experimental group (n = 4 per group) and analyzed in duplicate. The bioinformatics analyses were described in Materials and Methods. The differentially expressed genes with a p-value of <0.01 were shown. WT: wild type; TG: DDAH1-transgenic; Inf: infinity.
(XLS) Click here for additional data file.

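All 354 genes that Table S2 lists could be tested on the deposited counts with edgeR, and all 354 changed in the direction the table gives, 344 of them with an unadjusted p-value under 0.01. Table S2 marks 104 genes with an adjusted p-value under 0.05 by the paper's test, and 85 of these were also past that threshold here. Both libraries of a group in this table come from 1 pool of RNA.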

Table S3 **Genes differentially expressed in the lungs of HDM-treated wild type and HDM-treated DDAH1-transgenic mice.** For RNA-Seq, equal amounts of RNA were pooled from each mouse lung in an experimental group (n = 4 per group) and analyzed in duplicate. The bioinformatics analyses were described in Materials and Methods. The differentially expressed genes with a p-value of <0.01 were shown. WT: wild type; TG: DDAH1-transgenic; Inf: infinity.
(XLS) Click here for additional data file.

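Of the 707 genes that Table S3 lists, all could be tested and all changed in the direction the table gives, 684 of them with an unadjusted p-value under 0.01. The table marks 298 genes with an adjusted p-value under 0.05 by the paper's test. Of these, 275 were past that threshold here and 113 were past it with an offset for gene length.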

# Supplementary material for: Overexpression of Dimethylarginine Dimethylaminohydrolase 1 Attenuates Airway Inflammation in a Mouse Model of Asthma
**Source:** PLoS One. 2014 Jan 10;9(1):e85148. doi: 10.1371/journal.pone.0085148
**Supplement:** Table S1 — Primers for PCR.

| **Primer** | **Sequence** |
| --- | --- |
| IL-13 forward | 5’-GCTTGCCTTGGTGGTCTCGCC-3’ |
| IL-13 reverse | 5’-GGGCTACACAGAACCCGCCA-3’ |
| IL-4 forward | 5’-CTGTAGGGCTTCCAAGGTGCTTCG-3’ |
| IL-4 reverse | 5’-CCATTTGCATGATGATGCTCTTTAGGC-3’ |
| IL-33 forward | 5’-TCCCAACAGAAGACCAAAG -3’ |
| IL-33 reverse | 5’- GATACTGCCAAGCAAGGAT-3’ |
| CCL11 forward | 5’-ATGAAAGGAGATGTGGGATTATT-3’ |
| CCL11 reverse | 5’-TTATCCTCAGTTACTCCTAACTCG-3’ |
| MMP-12 forward | 5’-TGGAGGTATGATGTGAGGCA-3’ |
| MMP-12 reverse | 5’-TTTGGTGACACGACGGA-3’ |
| ARG1 forward | 5’-CTCCAAGCCAAAGTCCTTAGAG-3’ |
| ARG1 reverse | 5’-AGGAGCTGTCATTAGGGACATC-3’ |
| NOS2 forward | 5’-GTTCTCAGCCCAACAATACAAGA-3’ |
| NOS2 reverse | 5’-GTGGACGGGTCGATGTCAC-3’ |
| FOXA2 forward | 5’-TCCGACTGGAGCAGCTACTAC-3’ |
| FOXA2 reverse | 5’-GCGCCCACATAGGATGACA-3’ |
| DDAH1 forward | 5’-GACGTCCTATTCACAGGCA-3’ |
| DDAH1 reverse | 5’-CAATCAGGTTGGGTCCG-3’ |
| DDAH2 forward | 5’-GGTTGATGGAGTGCGTAAA-3’ |
| DDAH2 reverse | 5’-GCTCCTCGATGATTGGTC-3’ |
| CHIA forward | 5’-CAAGCTACTTCTCGTCACAGG-3’ |
| CHIA reverse | 5’-GGCAGGGGTTAATGTCATCAG-3’ |
| CHI3L3 forward | 5’-CAGGTCTGGCAATTCTTCTGAA-3’ |
| CHI3L3 reverse | 5’-GTCTTGCTCATGTGTGTAAGTGA-3’ |
| CHI3L4 forward | 5’-TCCACTTTGAACCACATTCCAA-3’ |
| CHI3L4 reverse | 5’-CCAGCACTAACAGTAGGGTCA-3’ |
| -actin forward | 5’-TCATCACTATTGGCAACGA-3’ |
| -actin reverse | 5’-TGTGTTGGCATAGAGGT-3’ |

**Table S1. Primers for PCR**

How the deposited data were processed for this re-analysis (not part of the article)

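Lung RNA of wild type (WT) and DDAH1-transgenic (TG) mice treated with PBS or HDM was analyzed. In each of the 4 groups, RNA of 4 mice was pooled and sequenced as 2 libraries, and the 8 libraries were assigned to groups and replicates by their titles and by the paper's methods. All columns of per-library values in the count table were used. The authors amplified the RNA, sequenced single reads, aligned them to mm10 with TopHat, and summed the reads in the coding region of each gene with ShortRead, associated Bioconductor packages and custom R programs. The counts they deposited are raw read counts for 23469 genes, each with an Entrez identifier. The versions of the aligner and of the gene annotation are not stated in the paper's text. Total counts per library lay between 5694928 and 11929374, and the smallest library was replicate 1 of the HDM-treated DDAH1-transgenic mice. The groups of indexed libraries that were clustered together are not stated in the paper's text, so that no sequencing batch could be examined. The spread between the 2 libraries of a group is technical and holds no variation between mice, and no test on these counts covers that variation.

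Gene names, positions and chromosomes were taken from the RefSeq annotation of GRCm38.p6, the build named mm10, for 23372 of the identifiers. Another 7 were named from the tables of the paper, and 90 have no name. Transcript length and GC content came from GENCODE M21, which had a transcript for 21145 genes. The length of a gene was that of its APPRIS principal transcript, then of a basic transcript, then of the longest one. This order replaced the longest transcript after the results with the longest transcript had been seen, and the text says where the call of a named gene or the direction of a gene list with the offset depends on this choice. Of the genes with at least 50 counts, 85 in 37 sets had counts identical to another gene in all libraries. To find genes whose reads can align elsewhere, each stretch of 50 bases in the transcripts of named genes was searched in the transcripts of other genes.

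Each comparison was tested with edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3) on the counts as deposited, with TMM normalization and filterByExpr with a count minimum of 10, on its own 4 libraries. The difference between the genotype effects under HDM and PBS (the interaction) was tested on all 8 libraries. P-values were adjusted by the Benjamini-Hochberg method over all genes tested in a comparison, and the threshold was an adjusted p-value of 0.05, as in the paper. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. CPM are counts scaled to the TMM library size of the comparison, and log2 CPM had a prior count of 2. Where both libraries of a group had 3 or fewer counts, the fold change is a lower bound against the mean value of 3 counts. For a tested gene, a library with any count took this value on the scale of the comparison. A library with 0 counts took it on the scale of all 8 libraries together. The floor of a group therefore differs slightly between genes, and some bounds would be slightly lower on the scale of the comparison throughout.

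The genes named in the text were those that the paper's results or discussion name for RNA-Seq or RT-qPCR, Ddah1 and Ddah2, the 5 higher and 5 lower genes with the largest change in each genotype comparison among those past the threshold with no overlap between the groups, the 3 most significant genes in each direction of the interaction, and Xist and Y-linked genes as a check of sex. The result of 1 of the genes under this rule is not reported here. Flrt2, its neighbour 1700019M22Rik and the genes past the threshold in both genotype comparisons were named after their values had been seen. The lists of marker genes covered skeletal muscle, thymocytes, adipose tissue, heart muscle, neutrophils, erythroid cells, eosinophils, the IL-13 and Th2 response and the interferon response. Lists taken from gene symbols covered cytosolic ribosomal proteins, mitochondrial ribosomal proteins, NADH dehydrogenase subunits, collagens and histones. The symbol pattern of the histones was rewritten because the first one matched no gene. These 14 lists were tested without the genes of Tables 1 to 4, with limma 3.58.1 (camera with a preset correlation of 0.01, and fry). Lists that the paper chose on these libraries were described and not tested.

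The tests, the named-gene rule and these alternatives were set before the data were examined: median-ratio size factors (RLE), DESeq2 1.42.0, no low-count filter, the replicate number as a block, library sizes without ribosomal RNA and haemoglobin genes, 1 gene per set of identical counts, a log2 fold change of at least 1 in size, an offset for gene length (a loess per library with a span of 0.5, apart from the transcript that gives the length), that offset together with the block, an offset for GC content, all 8 libraries in one fit, and each library left out in turn. The length of the longest transcript in the offset was added later. A fit without 1 library leaves a group with 1 library, so that only log2 fold changes were computed from it.

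The steps were tested on simulated counts with 200 changed genes, with the gene means, spread and library sizes of the PBS-treated libraries. For the interaction, the means and library sizes were those of all 8 libraries, but the spread was that of the PBS-treated libraries. The common spread that edgeR estimated, as a coefficient of variation, was 0.316 for the PBS-treated groups and 0.366 for all 8 libraries. The interaction was therefore simulated with less spread than the data hold. All simulated changes of single genes were large, so that the percentages found do not cover small changes. The main test found 77.7% of the 188 changed genes that passed the filter among 14938 genes tested, and 5.81% of its calls were unchanged genes. With no changed gene it made 0 calls among 14921 genes. On the same 188 genes DESeq2 found 79.3% with 4.49% of its calls unchanged, and the test with the replicate number as a block 77.1% with 5.84%. The other percentages have another base. The test without the low-count filter found 69.5% of 200 with 0.714%, and the interaction test 60.6% of 198 with 5.51%. A simulated trend with gene length gave a Spearman correlation of -0.578, which the offset changed to -0.00326, with 80.2% of 182 changed genes found and 7.59% of calls unchanged. Of the changed lists, camera found 10 of 10 and fry 6 of 10, and each called 1 of 50 unchanged lists. The simulated genes were drawn independently of each other, so that these rates do not cover lists whose genes vary together.

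Python 3.11.15, pandas 2.3.3 and scipy 1.17.1 were used for tables and correlations. The paper's differential test was DESeq, which was not run here. The paper's functional enrichment with LRpath and its network and upstream analyses with Ingenuity Pathway Analysis were not repeated. Measurements by RT-qPCR, ELISA, mass spectrometry and histology were not analysed here.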

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

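The tests on the sex of the mice in the treatments, on mislabelled samples and on ribosomal RNA reads were chosen only after the result was seen, and so was the transcript that gives the length of a gene.

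The paper did not test whether the effect of the genotype differed between the treatments. In the fit of all 8 libraries it differed for 279 genes at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 167 genes whose log2 difference between DDAH1-transgenic and wild type mice was greater under HDM and 112 genes for which it was smaller. With an offset for gene length there were 208 genes, 86 greater and 122 smaller, and 157 of them were among the 279. The share of greater differences therefore went from 59.9% to 41.3%, so that gene length may account for part of the excess of greater differences. The design names a biological difference, the response of the genotypes to HDM, which stays open. Each group is a single pool of mice, so that a difference between pools that has no relation to genotype or treatment would appear in the same way.

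The genes with the most significant greater difference were Saa3, Fth1 and Acod1. For Saa3, which encodes a serum amyloid A protein, the log2 difference was 6.00 (standard error 0.38, adjusted p = 5.07e-08, same test). It had 838 and 1164 counts in PBS-treated wild type mice, 21 and 25 in PBS-treated DDAH1-transgenic mice, 1415 and 1359 in HDM-treated wild type mice and 1102 and 3609 in HDM-treated DDAH1-transgenic mice. The value lay between 5.13 and 6.00 over the alternatives and between 5.57 and 6.33 when each library was left out. For Fth1 it was 2.16 (standard error 0.20, adjusted p = 3.76e-06), and between 1.81 and 2.16 over the alternatives. For Acod1 it was 8.83 (standard error 0.81, adjusted p = 3.76e-06), between 8.76 and 8.91 over the alternatives, 12.99 without PBS-treated DDAH1-transgenic replicate 1 and 7.90 without PBS-treated DDAH1-transgenic replicate 2. The offset left all 3 past the threshold, so that gene length alone is not the source of these differences. The lower level of neutrophil genes in the PBS-treated DDAH1-transgenic pool, a median log2 fold change of -1.74, is a candidate explanation for part of this pattern. Whether these genes are expressed in neutrophils of the pools was not tested.

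The genes with the most significant smaller difference were Mir5109, Rn45S and Lars2, with log2 differences of -3.81 (standard error 0.25, adjusted p = 5.07e-08), -2.12 (standard error 0.14, adjusted p = 7.23e-08) and -2.31 (standard error 0.16, adjusted p = 1.43e-07, same test). Rn45S took 15.0% and 14.8% of the counts in PBS-treated wild type mice and 21.4% and 21.8% in PBS-treated DDAH1-transgenic mice. After HDM it took 16.7% and 21.5% in wild type mice and 8.58% and 9.37% in DDAH1-transgenic mice. The share of Rn45S differed 2.55-fold between the highest and the lowest library, and the ratio of Lars2 to Rn45S counts differed 1.43-fold. Lars2 thus followed Rn45S over the 8 libraries, which is in line with a different share of ribosomal RNA reads in the libraries, a technical quantity of RNA amplification and library preparation. The ratio of Mir5109 to Rn45S differed 3.77-fold, so that the share of ribosomal RNA reads does not account for Mir5109 in the same way. Mir5109 and Rn45S have no position in the annotation used. A change of ribosomal RNA content in the tissue itself was not tested and stays open.

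The libraries of the treatments differed in genes of the sex chromosomes, which the paper does not discuss. Xist was higher after HDM by 7.50 on the log2 scale in wild type mice (standard error 0.13, adjusted p = 8.70e-14) and by 7.34 in DDAH1-transgenic mice (standard error 0.34, adjusted p = 1.19e-07, same test). The Y-linked genes went the other way in both genotypes. Ddx3y was at least 213-fold lower after HDM in wild type and at least 197-fold lower in DDAH1-transgenic mice (296-fold without HDM-treated DDAH1-transgenic replicate 1), Kdm5d at least 82.9-fold and 52.6-fold lower, and Eif2s3y at least 105-fold and 75.7-fold lower. Uty had log2 fold changes of -4.71 and -6.72, with 28 and 9 counts left in HDM-treated wild type mice and 4 and 2 in HDM-treated DDAH1-transgenic mice. The lowest Xist value of an HDM-treated library was 98.6 times the highest of a PBS-treated library. These levels are consistent with male mice in the PBS-treated pools and female mice in the HDM-treated pools. Exchanged treatment labels are argued against by the genes of the IL-13 and Th2 response, whose median log2 level in the lowest HDM-treated library lay 2.40 above that in the highest PBS-treated library. Reads shared with other genes do not account for Ddx3y and Eif2s3y, because 0% of the stretches of 50 bases in their transcripts occur elsewhere, and the share is 5.06% for Kdm5d, 0.291% for Uty and 11.6% for Xist. Between the genotypes, a different sex of the pooled mice is argued against by Xist, whose log2 fold change was at most 0.0744 in size in either genotype comparison. This value rests on single libraries, since Xist between the PBS-treated groups was -0.43 without DDAH1-transgenic replicate 2 and 0.45 without DDAH1-transgenic replicate 1, and neither approaches the difference between the treatments. The design therefore confounds sex with treatment. Differences between HDM-treated and PBS-treated libraries, and differences of the genotype effect between the treatments, could come from either. The comparisons between genotypes within a treatment are not affected in this way.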

How the results depend on the processing

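The offset with the longest transcript was chosen after seeing the data, as was the order of transcripts that replaced it, and no other setting here was.

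Between the PBS-treated groups, the 98 genes with an adjusted p-value under 0.05 became 223 with DESeq2, 97 of them shared, and 306 without the low-count filter, which held all 98. With median-ratio size factors, with library sizes without ribosomal RNA and haemoglobin genes, with 1 gene per set of identical counts, with a log2 fold change of at least 1, with the offsets for gene length and GC content and with all 8 libraries in one fit, the number stayed between 75 and 100. The share of higher genes, 42.9%, was 31.9% with all 8 libraries (29 higher, 62 lower) and 32.0% with a log2 fold change of at least 1 (24 higher, 51 lower). The 533 genes at an unadjusted p-value under 0.01 became 315 with a log2 fold change of at least 1, 28.6% of them higher (90 higher, 225 lower), and 32.0% of 406 genes were higher with all 8 libraries (130 higher, 276 lower), against 42.6%.

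Between the HDM-treated groups, 370 genes became 890 with DESeq2 (365 shared), 1055 without the low-count filter (370 shared), 771 with all 8 libraries in one fit (369 shared), 168 with the offset for gene length (127 shared) and 179 with that offset from the longest transcript (147 shared). The other alternatives without a block gave between 319 and 406 genes. The share of higher genes, 75.4%, was 64.7% with DESeq2 (576 higher, 314 lower), 57.1% with all 8 libraries (440 higher, 331 lower), 47.6% with the offset (80 higher, 88 lower) and 55.3% with the longest transcript (99 higher, 80 lower). The offset was fitted on the 14454 genes with a transcript length, and its effect on the direction of the calls follows from the trend with length that it removes. Of the 1025 genes at an unadjusted p-value under 0.01, 66.0% were higher. There were 1585 genes without the low-count filter, and the share was 48.9% with the offset (384 higher, 401 lower), 51.4% with the longest transcript and 52.1% with all 8 libraries. For the interaction, 279 genes became 680 with DESeq2 (277 shared) and 675 without the low-count filter (279 shared). The share of greater differences, 59.9%, was 41.3% with the offset and 44.7% with the longest transcript. For HDM against PBS in wild type mice, 1020 genes became 1588 without the filter and 666 with a log2 fold change of at least 1, and for DDAH1-transgenic mice all alternatives stayed within 1.5 times of 2079. Apart from the offsets, the cause was not tested.

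The libraries of a comparison share replicate numbers. The deviations of libraries with the same number from their group means had correlations across genes of -0.0107 and -0.0228 between the genotypes and 0.0230 and 0.0124 between the treatments, so that they share only a number. With the number as a replicate block, 46 genes (44 shared, 54.3% higher, 25 higher and 21 lower) had an adjusted p-value under 0.05 between the PBS-treated groups and 625 (370 shared) between the HDM-treated groups. With the offset for gene length and the replicate block there were 570 genes (249 shared, 281 higher, 289 lower, 49.3% higher) between the HDM-treated groups, and 38.8% of 258 genes had a greater difference in the interaction (100 greater, 158 smaller). Of the genes at an unadjusted p-value under 0.01 between the HDM-treated groups, 49.5% were higher in that fit. In it, Ddah2 was -0.15 between the HDM-treated groups and -0.52 after HDM in DDAH1-transgenic mice, and Xist between the HDM-treated groups was 0.28. At an unadjusted p-value under 0.01 between the PBS-treated groups there were 397 genes with the block and 508 with the offset and the block, both within 1.5 times of the paper's 354. The genes changed by HDM in DDAH1-transgenic mice were 2.51 times those in wild type mice with the block (2806 and 1118) and 1.54 times with the offset and the block (2189 and 1418). Of the table genes that were not past the threshold by edgeR's test without the block, the block called 0 of 19 under PBS and 11 of 11 under HDM, and the offset and the block 16 and 7. The block also called Mmp12 and Dhrs9, and the offset with it Mmp12, Dhrs9 and Adipoq.

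Of 1428 values of named genes under an alternative, 27 were no longer past the threshold, 24 newly were, 18 changed direction and 39, each with 1 library left out, moved by more than the spread between libraries. The direction changes concern genes with differences near 0, apart from Ccl11. Ddah2 between the HDM-treated groups was -0.14 with the offset for gene length and -0.18 with the longest transcript. Ddah2 after HDM in DDAH1-transgenic mice was -0.50 and -0.55 in these fits and -0.0081 with the offset for GC content. Xist between the HDM-treated groups was 0.31 and 0.29 in them. With each library left out, Ddah1 after HDM in wild type mice ran from -0.12 without PBS replicate 2 to 0.36 without PBS replicate 1, Ddah2 between the PBS-treated groups from -0.41 without wild type replicate 1 to 0.071 without wild type replicate 2, and Ddah2 after HDM in DDAH1-transgenic mice from -0.19 without HDM replicate 1 to 0.24 without HDM replicate 2. Ccl11 between the HDM-treated groups ran from -1.42 without DDAH1-transgenic replicate 2 to 0.15 without DDAH1-transgenic replicate 1. Xist ran from -0.43 to 0.45 between the PBS-treated groups and from -0.40 without DDAH1-transgenic replicate 1 to 0.21 without DDAH1-transgenic replicate 2 between the HDM-treated groups, and Eif2s3y between the PBS-treated groups from -0.48 without DDAH1-transgenic replicate 1 to 0.075 without DDAH1-transgenic replicate 2. With the offset for gene length, Sod1 between the PBS-treated groups and Muc4, Col1a1, Disc1, Prl2c3, Prl2c2, Gmeb2, Spred2 and Mmp13 between the HDM-treated groups were no longer past the threshold. With the longest transcript, Sod1, Col1a1, Prl2c3 and Mmp13 stayed past it.

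Of 308 values of gene lists, 7 were no longer past the threshold, 10 newly were, 15 changed direction and 30 moved by more than the spread. The 7 were under fry, for the cytosolic ribosomal proteins and the NADH dehydrogenase subunits in both genotype comparisons, the adipose list under PBS and the mitochondrial ribosomal proteins and histones under HDM. The collagens under HDM were 0.025 with the offset for gene length, and kept their negative sign with the longest transcript. The other direction changes came with 1 library left out. Under PBS, the eosinophil list ran from -0.51 (without DDAH1-transgenic replicate 2) to 0.16 (without wild type replicate 1), the erythroid list from -0.29 to 0.13 and the histones from -0.62 to 0.24 (without DDAH1-transgenic replicates 2 and 1), and the IL-13 and Th2 response from -1.37 (without DDAH1-transgenic replicate 1) to 0.15 (without wild type replicate 2). Under HDM, the eosinophil list ran from -0.70 (without DDAH1-transgenic replicate 2) to 0.0010 (without wild type replicate 1), the erythroid list from -0.11 (without DDAH1-transgenic replicate 2) to 0.49 (without wild type replicate 2), the neutrophil list from -0.25 to 0.16 (without wild type replicates 1 and 2) and the skeletal muscle list from -0.41 (without DDAH1-transgenic replicate 2) to 0.32 (without wild type replicate 1).

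Counts of genes were not computed with a library left out, because a group of 1 library gives no test. The genes that fall to 3 or fewer counts in a group allow only a lower bound. The smallest library of HDM-treated DDAH1-transgenic mice, with 5694928 counts, sets the highest floor, at 0.447 CPM with all 8 libraries scaled together. Il13 and Uty between the HDM-treated groups were below the filter and could not be tested at this depth.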

Differences from the paper's values

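In the tests with an offset for gene length, the transcript that gives the length was chosen only after a result was seen, and no other test in this part was.

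The paper reports 354 differentially expressed genes between the PBS-treated groups, and 533 genes had an unadjusted p-value under 0.01, the limit of Table S2, by edgeR's quasi-likelihood test. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's with library sizes without ribosomal RNA and haemoglobin genes (518), 1 gene per set of identical counts (530), a log2 fold change of at least 1 (315), the offset for GC content (497) and all 8 libraries in one fit (406). It was not with median-ratio size factors (537), DESeq2 (611) or no low-count filter (782). The offset for gene length gave 493, within 1.5 times as well, and 497 with the longest transcript, and in both the transcript was chosen after seeing the values. For the HDM-treated groups the paper reports 707 genes and the number was 1025, which is within 1.5 times.

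The log2 fold changes of the 20 genes named for the PBS-treated groups and the 29 named for the HDM-treated groups that have a value in Tables S2 and S3 had the paper's sign and differed from it by at most 0.104 and 0.130. Tables 1 and 2 list 19 genes, and Tables 3 and 4 list 11 genes, as past an adjusted p-value of 0.05 that were not past it by edgeR's test. All 19 and 11 were past it without the low-count filter, and 19 and 9 with DESeq2. With all 8 libraries there were 4 and 5, with the offset for GC content 5 and 2, with median-ratio size factors 1 and 0, without ribosomal RNA and haemoglobin genes 1 and 0, with the offset for gene length 2 and 0, with that from the longest transcript, chosen after seeing the values, 3 and 0, and with 1 gene per set of identical counts 0 and 0.

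The paper states that Il13, Il4, Ccl11 and Mmp12 were among the genes chosen for RT-qPCR on the basis of the RNA-Seq results. Il13 was not tested because of its low counts, and Il4, Ccl11 and Mmp12 had adjusted p-values of 0.505, 0.694 and 0.0677 between the HDM-treated groups (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mmp12 was past the threshold with DESeq2, without the low-count filter, with the offset for GC content and in the fit of all 8 libraries. Adipoq and Dhrs9, which the paper names as past the threshold, had adjusted p-values of 0.119 and 0.0980. Both were past it with DESeq2 and without the low-count filter.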

Other observations

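The tests on the source of all genes that differed in both treatments, on heart muscle, on the ratio of the HDM responses, on gene length as the whole cause of the ribosomal rise and on variation between libraries of a pool were chosen only after the result was seen, and so were the limit of 0.25 (log2) for a median near 0, the transcript that gives the length of a gene and the open verdict on blood and on the ratio of the HDM responses.

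Between the HDM-treated groups, the ribosomal protein genes that Table 4 does not hold were higher in DDAH1-transgenic mice, and so were other genes with short transcripts. The median log2 fold change of the cytosolic ribosomal proteins was 1.16 and fell by 53.6% with an offset for gene length, or by 44.5% with the offset from the longest transcript. What was left, 0.54 (0.64 with the longest transcript), was larger than the spread between libraries of 0.157 and was past the threshold in camera (adjusted p = 5.04e-08) but not in fry (adjusted p = 0.156), with 61 of 70 genes higher. The offset thus left part of the rise, but this does not exclude a length bias as the whole cause. The offset used the length of a whole transcript, while the reads were counted in the coding region of each gene. How much of the rise a length bias explains cannot be told apart from a change of short genes in the tissue, because no value here separates them. Reads shared with pseudogenes are argued against by 45 genes of NADH dehydrogenase subunits and mitochondrial ribosomal proteins with no shared stretch of 50 bases, whose median was 0.53 with 37 higher. Only 1 cytosolic ribosomal protein gene has no such stretch and 69 have one, so that this test covers the other short genes. The smallest library is argued against as the source, because the median was 1.27 without it. Variation between libraries of one pool is also argued against. Genes in the group with the shortest transcripts differed from those in the group with the longest by 0.68 on the log2 scale between the HDM-treated groups, and by at most 0.133 between the libraries of any single group (14454 genes). Each group is 1 pool that was amplified, and a difference in RNA quality or amplification between pools may give such a trend, of which the offset removed 53.6% for the ribosomal proteins. The NADH dehydrogenase subunits (34 genes, median 0.87, 33 higher, camera adjusted p = 3.24e-09, fry 0.210) and the mitochondrial ribosomal proteins (73 genes, median 0.65, 57 higher, camera adjusted p = 2.03e-06, fry 0.218) rose as well. With the offset their medians were 0.37 and 0.22. NADH dehydrogenase subunits were 1.28 without wild type replicate 2. The histones, whose transcripts are short as well, were lower instead (61 genes, median -0.47, 6 higher, camera adjusted p = 8.80e-06, fry 0.539), at -1.07 without DDAH1-transgenic replicate 2, -0.09 without DDAH1-transgenic replicate 1 and -1.31 with the offset.

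Between the PBS-treated groups, lists of marker genes for tissues next to or within the lung moved in different directions. Skeletal muscle genes outside the paper's tables were higher in DDAH1-transgenic mice (15 genes, median log2 fold change 1.51, 14 higher, camera adjusted p = 8.83e-07, fry 0.0184), at 0.68 without DDAH1-transgenic replicate 1, at 0.98 without wild type replicate 1 and at 2.20 without the low-count filter. Of the 28 genes of the list, 10 are in the paper's tables. Ttn rose from 335 and 331 to 523 and 438 CPM, from a level already present in wild type lungs. Skeletal muscle in the dissected tissue may explain the rise, but a higher expression within the lung cannot be told apart from it, because the median did not reach the value set in advance. Thymocyte genes were lower (16 genes, median -0.78, 3 higher, camera adjusted p = 8.83e-06, fry 0.00141). Adipose genes were lower (9 genes, median -0.38, 1 higher, camera adjusted p = 0.00404, fry 0.220), at -1.83 without DDAH1-transgenic replicate 2 and at -0.10 without DDAH1-transgenic replicate 1. Fabp4 fell from 22.8 and 25.1 to 6.81 and 9.29 CPM, and Lpl was 239 and 218 against 221 and 216 CPM. Thymus or fat tissue in the wild type pool cannot be told apart from a lower expression of these genes in the lung, since both medians lie between 0 and the value set in advance. Of the 20 thymocyte genes and the 18 adipose genes found, 4 each are in the paper's tables and were left out of these medians.

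The neutrophil genes outside the paper's tables were lower in PBS-treated DDAH1-transgenic mice (10 genes, median -1.74, 0 higher, camera adjusted p = 4.27e-06, fry 0.0242). The median was -3.12 without DDAH1-transgenic replicate 2 and -1.05 without DDAH1-transgenic replicate 1. Of the 20 genes of this list, 10 are in the paper's tables. Cxcr2 fell from 150 and 130 to 84.6 and 97.1 CPM and Wfdc17 from 49.1 and 81.7 to 6.31 and 32.3 CPM. More neutrophils in the wild type pool are a candidate explanation for the lower innate immune genes, and a lower expression of the same genes by the same number of cells was not tested. Heart muscle genes were lower too (10 genes, median -1.17, 1 higher, camera adjusted p = 8.83e-06, fry 0.0341), with Tnnt2 at 21.4 and 34.5 against 11.3 and 15.7 CPM, which is consistent with more heart muscle in the wild type pool, such as that of pulmonary veins or the heart. For the haemoglobin genes, more blood in the DDAH1-transgenic pool could not be decided. The other erythroid genes had a median of -0.093 (7 genes, 2 higher, camera adjusted p = 0.813, fry 0.997), from -0.29 without DDAH1-transgenic replicate 2 to 0.13 without DDAH1-transgenic replicate 1, and went both ways. Alas2 was higher, at 40.1 and 45.1 against 23.4 and 24.4 CPM (log2 fold change 0.82, adjusted p = 0.258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These differences belong to 1 pool per group, and whether they follow the genotype cannot be examined without further pools.

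None of the other lists was past the threshold in both camera and fry between the PBS-treated groups. The medians were -0.05 for eosinophils (6 genes, 3 higher, camera adjusted p = 0.897), -0.84 for the IL-13 and Th2 response (8 genes, 3 higher, camera adjusted p = 0.897), -0.12 for the interferon response (21 genes, 8 higher, camera adjusted p = 0.0511, fry 0.0522), -0.11 for mitochondrial ribosomal proteins (73 genes, 32 higher, camera adjusted p = 0.716), -0.07 for collagens (26 genes, 8 higher, camera adjusted p = 0.123, fry 0.00334) and -0.09 for histones (59 genes, 25 higher, camera adjusted p = 0.601). The interferon response was past the threshold in camera with library sizes without ribosomal RNA and haemoglobin genes (adjusted p = 0.0492), with the offset for gene length (0.0428, with either transcript) and with the offset for GC content (0.0295). It was -0.42 without DDAH1-transgenic replicate 2 and -0.07 without DDAH1-transgenic replicate 1. Eosinophils ran from -0.51 without DDAH1-transgenic replicate 2 to 0.16 without wild type replicate 1, the IL-13 and Th2 response from -1.37 without DDAH1-transgenic replicate 1 to 0.15 without wild type replicate 2, and histones from -0.62 without DDAH1-transgenic replicate 2 to 0.24 without DDAH1-transgenic replicate 1. Collagens were -0.15 without wild type replicate 2, and mitochondrial ribosomal proteins -0.06 without DDAH1-transgenic replicate 2. Cytosolic ribosomal proteins (70 genes, median 0.19, 55 higher, camera adjusted p = 0.000543, fry 0.393) and NADH dehydrogenase subunits (34 genes, median 0.19, 21 higher, camera adjusted p = 0.0247, fry 0.507) were past the threshold in camera only. The former were 0.05 without wild type replicate 1 and 0.29 without wild type replicate 2, and the latter 0.04 without DDAH1-transgenic replicate 1 and 0.38 without wild type replicate 2.

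Between the HDM-treated groups, the list of the IL-13 and Th2 response had a median of -0.45 (12 genes, 2 higher, camera adjusted p = 0.0603, fry 0.307), which was -0.97 with the offset for gene length (camera adjusted p = 0.000266), -0.75 without the low-count filter (camera adjusted p = 0.00211), -0.22 without DDAH1-transgenic replicate 1 and -0.65 without DDAH1-transgenic replicate 2. Neutrophils had a median of -0.18 (8 genes, 3 higher), or -0.81 with the offset (camera adjusted p = 0.0372), eosinophils -0.23 (9 genes, 2 higher), or -0.75 with it, and heart muscle -0.24 (12 genes, 4 higher), or -0.73 with it. For the rest the medians were 0.09 for erythroid genes (7 genes, 5 higher), 0.42 for adipose genes (11 genes, 9 higher), 0.21 for thymocytes (14 genes, 9 higher), -0.11 for skeletal muscle (16 genes, 7 higher), -0.13 for the interferon response (21 genes, 8 higher) and -0.18 for collagens (30 genes, 11 higher). The IL-13 and Th2 response and the neutrophils also had a camera adjusted p under 0.05 with the offset from the longest transcript, and in the remaining fits no list in this paragraph had one. With 1 library left out, neutrophils ran from -0.25 to 0.16 (wild type replicates 1 and 2), eosinophils from -0.70 (DDAH1-transgenic replicate 2) to 0.0010 (wild type replicate 1), heart muscle from -0.68 to -0.01 (DDAH1-transgenic replicates 2 and 1), erythroid genes from -0.11 (DDAH1-transgenic replicate 2) to 0.49 (wild type replicate 2), skeletal muscle from -0.41 (DDAH1-transgenic replicate 2) to 0.32 (wild type replicate 1) and the interferon response from -0.28 (DDAH1-transgenic replicate 2) to -0.02 (wild type replicate 1). The adipose median was 0.02 without DDAH1-transgenic replicate 1, the thymocyte median 0.03 without DDAH1-transgenic replicate 1 and 0.34 without DDAH1-transgenic replicate 2, and the collagen median -0.10 without wild type replicate 2. No biological explanation was tested for these lists.

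Of the genes past the threshold in both genotype comparisons with the same direction, Flrt2 had the largest difference. Flrt2 (chromosome 12, 95692006 to 95785215) had 3327, 3029, 1883 and 3091 counts in the DDAH1-transgenic libraries and 255, 377, 320 and 212 in the wild type libraries. Its log2 fold change was 3.52 under PBS (standard error 0.17, adjusted p = 5.45e-10) and 3.42 under HDM (standard error 0.24, adjusted p = 0.000132, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other genes were Sod1, Plac9b, Tsc22d3 and the beta-globin genes Hbb-b1, Hbb-b2 and Hbb-bs, which share reads (65.6% of the stretches of 50 bases of Hbb-bs occur elsewhere). Flrt2, its neighbour and these genes were chosen after their values were seen. The only other gene tested within 1 Mb of Flrt2, 1700019M22Rik (chromosome 12, 96046621 to 96047222), had 31, 17, 7 and 13 counts in the DDAH1-transgenic libraries and 0 in all wild type libraries. The median of its log2 fold changes was 7.05, a fitted value against a group at 0, and the adjusted p-values were 0.0612 and 0.235. A change over the whole locus, such as a transgene inserted nearby, may explain both genes. It cannot be told apart from a change of these genes by other means, because 1 neighbour with few counts is all that could be tested, and the paper's text does not give the position of the transgene. Variants of a single chromosome region carried along with the transgene do not explain all the genes, since the 5 genes, with the beta-globin genes counted as 1, lie on 5 chromosomes. A region as the source of a single gene stays open. A planned permutation test of their grouping on chromosomes is not used, because the only group was the beta-globin genes, which share reads. The genes that moved in opposite directions were Mir5109, Rn45S, Lars2, Ctss, Fth1, Slpi and Rpph1.

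HDM changed 1020 genes in wild type mice (672 higher, 348 lower) and 2079 genes in DDAH1-transgenic mice (1272 higher, 807 lower) at an adjusted p-value under 0.05, a ratio of 2.04. With the offset for gene length the numbers were 1000 and 1389, a ratio of 1.39, or 1.58 with the longest transcript. In the fit of all 8 libraries the numbers were 703 and 2830, a ratio of 4.03, and the other alternatives given here gave ratios from 1.78 without the low-count filter to 2.51 with a log2 fold change of at least 1. The log2 fold change fell with transcript length in both genotypes, with Spearman correlations across genes of -0.126 in wild type (14372 genes) and -0.331 in DDAH1-transgenic mice (14351 genes). Gene length bias may account for part of the ratio. A larger response to HDM in DDAH1-transgenic mice cannot be told apart from it, because the ratio with the offset lies on either side of 1.5 with the transcript used, and each comparison also differs in the sex of the mice. The libraries shared with the genotype comparisons were not used again here.

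Among the genes with the largest change between the PBS-treated groups were Tnnc2, with 179 and 48 counts in DDAH1-transgenic mice and 1 and 0 in wild type mice, at least 40.6-fold higher (adjusted p = 0.00116, same test of edgeR; at least 17.9-fold without DDAH1-transgenic replicate 1 and 63.3-fold without DDAH1-transgenic replicate 2), and Myh1, with a log2 fold change of 5.94 (standard error 0.65, adjusted p = 4.21e-05). Arpp21 was at least 44.3-fold lower (adjusted p = 0.000243; at least 27.0-fold without wild type replicate 1) and Sectm1b at least 11.3-fold lower (adjusted p = 0.0245). The latter was not past the threshold in the fit of all 8 libraries, over alternatives with adjusted p-values from 0.00152 to 0.180. Between the HDM-treated groups several of the largest changes rested on 1 library. Gmeb2 had 72 and 2568 counts in DDAH1-transgenic mice and 56 and 67 in wild type mice, a log2 fold change of 4.19 (adjusted p = 0.0372) that was 0.94 without DDAH1-transgenic replicate 2. Prl2c3 and Prl2c2 had log2 fold changes of 5.38 and 5.37 (adjusted p = 0.0149 and 0.0191), which were 2.83 and 2.65 without DDAH1-transgenic replicate 1. Spred2 had one of -2.59 (adjusted p = 0.0311), which was -1.15 without wild type replicate 2, and Mmp13 one of -2.47 (adjusted p = 0.0346), which was -1.67 without wild type replicate 2. Gmeb2 and Spred2 were not past the threshold with DESeq2, with adjusted p-values up to 0.0885 and 0.0864 over the alternatives. Disc1 was at least 21.9-fold higher (adjusted p = 0.0399), or at least 11.6-fold without DDAH1-transgenic replicate 1. Ocstamp had a log2 fold change of -3.56 (adjusted p = 0.0182), from -5.10 without DDAH1-transgenic replicate 2 to -2.94 without DDAH1-transgenic replicate 1. These values were given by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

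Some genes that the paper measured by other methods have counts in these libraries. Nos2 between the HDM-treated groups had 33 and 56 counts in DDAH1-transgenic mice and 268 and 162 in wild type mice, a log2 fold change of -2.08 (standard error 0.50, adjusted p = 0.0544 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 0.00454 and 0.0842 over the alternatives). Chil3 and Chil4 had log2 fold changes of -1.21 (standard error 0.14, adjusted p = 0.00157) and -1.55 (standard error 0.17, adjusted p = 0.00121), and 30.4% and 21.5% of their stretches of 50 bases occur in other transcripts. After HDM, Ddah1 changed by 0.10 in wild type mice (adjusted p = 0.886), with -0.12 without PBS-treated replicate 2 and 0.36 without PBS-treated replicate 1, and by -0.91 in DDAH1-transgenic mice (adjusted p = 0.0589, and between 0.0229 and 0.0911 over the alternatives). Ddah2 changed by -0.37 (adjusted p = 0.639), with -0.10 without PBS-treated replicate 2, and by 0.04 (adjusted p = 0.971), with -0.19 without HDM-treated replicate 1 and -0.50 with the offset for gene length. Sex is confounded with treatment in these comparisons after HDM.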
